# Downregulation of miR-142a Contributes to the Enhanced Anti-Apoptotic Ability of Murine Chronic Myelogenous Leukemia Cells

**DOI:** 10.3389/fonc.2021.718731

**Published:** 2021-07-27

**Authors:** Zhiwei Chen, Yinyin Xie, Dan Liu, Ping Liu, Fei Li, Zhanglin Zhang, Mengmeng Zhang, Xiaolin Wang, Yuanliang Zhang, Xiaojian Sun, Qiuhua Huang

**Keywords:** chronic myelogenous leukemia, miRNA-mRNA network, apoptosis, miR-142a, Ciapin1

## Abstract

**Background:**

Leukemic stem cell (LSC) is thought to be responsible for chronic myelogenous leukemia (CML) initiation and relapse. However, the inherent regulation of LSCs remains largely obscure. Herein, we integratedly analyzed miRNA and gene expression alterations in bone marrow (BM) Lin^-^Sca1^+^c-Kit^+^ cells (LSKs) of a tet-off inducible CML mouse model, Scl/tTA-BCR/ABL (BA).

**Methods:**

Scl/tTA and TRE-BA transgenic mice were crossed in the presence of doxycycline to get double transgenic mice. Both miRNA and mRNA expression profiles were generated from BM LSKs at 0 and 3 weeks after doxycycline withdrawal. The target genes of differentially expressed miRNAs were predicted, followed by the miRNA-mRNA network construction. *In vitro *and *in vivo* experiments were further performed to elucidate their regulation and function in CML progression.

**Results:**

As a result of the integrated analysis and experimental validation, an anti-apoptotic pathway emerged from the fog. miR-142a was identified to be downregulated by enhanced ERK-phosphorylation in BA-harboring cells, thereby relieving its repression on Ciapin1, an apoptosis inhibitor. Moreover, miR-142a overexpression could partially rescue the abnormal anti-apoptotic phenotype and attenuate CML progression.

**Conclusion:**

Taken together, this study explored the miRNA-mRNA regulatory networks in murine CML LSKs and demonstrated that ERK-miR-142a-Ciapin1 axis played an essential role in CML pathogenesis.

## Introduction

Chronic myelogenous leukemia (CML), a malignant clonal disorder of hematopoietic stem cells (HSCs), is driven by BCR/ABL1 (BA) fusion gene created by translocation t (9; 22)(q34; q11) (1). With the persistent survival, proliferation, and myeloid differentiation advantages, BA-harboring HSCs could generate an overwhelming proportion of myeloid cells in both peripheral blood (PB) and bone marrow (BM) (2). CML is mainly treated by tyrosine kinase inhibitors. However, later-stage CML patients usually suffer from resistance to these inhibitors (3, 4). Hence, the molecular pathogenesis and therapeutic targets of CML still need to be studied comprehensively.

MicroRNAs (miRNA, miR-) are short single-strand, non-coding RNAs with a length of 18-24bp, which was reported for the first time in 1993 (5). miRNAs participate in post-transcriptional regulation by inducing mRNA degradation or repressing mRNA translation. In recent years, several miRNAs were clarified as regulators of hematopoiesis or leukemogenesis. Among them, miR-17-92 is reported to be involved in the regulation of Pu.1-dependent macrophage differentiation (6). miR-146a homozygous knockout mice developed myeloid sarcoma and lymphoma, revealing the tumor suppressor role of miR-146a (7, 8). miR-125b is highly expressed in HSCs, promoting HSC expansion by providing an anti-apoptotic signal (9). miR-142 acts as an oncogene in human T-cell acute lymphoblastic leukemia by accelerating proliferation and inducing glucocorticoid resistance (10). Enforced expression of miR-142-3p could promote myeloid differentiation of AML HSPCs (11).

It has also been reported that miRNAs can be used as biomarkers for CML diagnosis and prognosis. Highly expressed miR-486-5p was detected in CML progenitors. Inhibiting miR-486-5p could reduce the growth of CML progenitors and enhance apoptosis following treatment with imatinib (12). L Venturini et al. demonstrated that BA–c-MYC–miR-17-92 pathway could mediate enhanced miRNA expression in CML CD34^+^ cells at the chronic phase, resulting in the acceleration of disease progression (13). miR-223 expression was shown to be negatively correlated with BA in CML patients, affecting myeloid cell proliferation and transcriptional factor by targeting MEF2C and PTBP2 (14). Downregulation of miR-199b relates to imatinib resistance in CML patients with the deletion of 9q34.1 (15). miR-451 was demonstrated to be inversely associated with BA expression and acted as a predictor of imatinib therapy response in CML (16). miR-142-3p was observed to be upregulated in imatinib-treated K562 (17).

To systematically study the roles of miRNAs in the pathogenesis of CML, herein, we parallelly analyzed BA-induced miRNA and gene expression alterations during CML development using a hematopoietic stem/progenitor cell-specific inducible transgenic murine model, Scl/tTA-BA (18). Based on the target gene prediction and integrated analysis of dysregulated miRNA and mRNA, we built several miRNA-mRNA interaction networks, aiming to elucidate their regulation and function in CML progression.

## Materials and Methods

### Mice Keeping

Transgenic mice used in this study were maintained in the B6 background. Scl/tTA-BA mice were fed with doxycycline (Clontech, USA) in the drinking water (20mg/L) for routine keeping. The animal protocol was reviewed and approved by the Animal Care Committee of Shanghai Jiao Tong University School of Medicine (No. B-2017-010).

### Cell Sorting

BM cells were flushed from tibias and femurs of both legs of each donor into cold DMEM containing 2% FBS and 100ng/mL penicillin/streptomycin. Lineage-positive cells were depleted using the Lineage Cell Depletion Kit (Miltenyi Biotec, Germany). Lineage-negative cells were then stained with Biotin Mouse Lineage Panel (BD Pharmingen, USA), Streptavidin APC-Cy7 (BD Pharmingen, USA), Sca1-PE (BD Pharmingen, USA), and c-Kit-APC (Biolegend, USA) antibody mixture. LSKs were sorted by BD FACSAria (BD Biosciences, USA).

### miRNA microarray and RNA-seq

Total RNA was isolated from BM LSKs using the miRNeasy Mini RNA Isolation Kit (Qiagen, Germany) according to the manual description. RNA integrity number of the total RNA was checked by an Agilent Bioanalyzer 2100 (Agilent Technologies, USA).

For miRNA microarray, miRNAs in total RNA were labeled by miRNA Complete Labeling and Hyb Kit (Agilent Technologies, USA) according to the manufacturer’s instruction. Hybridization was performed using Agilent Mouse miRNA (8*60K) V21.0 microarray. Slides were scanned by Agilent Microarray Scanner (Agilent Technologies, USA) and Feature Extraction software 10.7 (Agilent Technologies, USA) with default settings. Raw data were normalized by the Quantile algorithm that was included in the AgiMicroRna “R” package (19).

For RNA-seq, SMARTer Ultra Low Input RNA for Illumina Kit (Clontech, USA) was used to prepare cDNAs for library construction. Paired-end 100-bp sequencing was performed on the Illumina HiSeq 2500 system (Illumina, USA). The obtained sequence reads (Fastq files) were checked by FastQC software. Clean reads with a minimum length of 25nt were obtained by trimming the raw reads and deleting the low-quality reads, and then the clean reads were mapped to the mouse (GRCm38) genome sequence with 2-bp mismatch using the TopHat software2.0.9 (20). The gene expression levels were estimated by the Fragments Per Kilobase of exon model per Million mapped reads. EdgeR was used for differentially expressed gene analysis (21).

### Bioinformatic Analysis

The gene ontology terms enriched in differentially expressed genes were determined using DAVID bioinformatics resources (22). Gene set enrichment analysis (GSEA) was conducted on RNA-seq data (Broadinstitute, Cambridge, USA) (23). Gene set files were generated according to fingerprint genes of specific hematopoietic cells that were reported by Stuart M. Chambers et al. (24). The miRNA target genes were predicted by the miRwalk2.0 database using a newly developed algorithm named ‘miRWalk’ as well as with already established programs for putative miRNA binding sites (25).

### Stable Cell Line Generation

32Dcl3 (32D) cells were infected separately by pMSCV-BA-IRES-mCherry and pMSCV-IRES-mCherry retrovirus supernatants in the culture medium supplemented with 8μg/mL polybrene (Sigma-Aldrich, USA). mCherry**^+^** cells were isolated by flow cytometry after 48 hours and sorted again after one week to generate the stable cell line expressing BA-IRES-mCherry (32D-BA) or mCherry alone (32D-mCherry). 32D-BA cells were infected separately by pMSCV-Ciapin1-IRES-puro, pMSCV-IRES-puro, pLKO-sh-Ciapin1, and pLKO-scramble virus supernatants, after 48 hours, 1μ**g**/ml puromycin (Beyotime, China) was added in culture medium for 3 days to select the stable cell line expressing Ciapin1 (32D-BA-Ciapin1), puro alone (32D-BA-puro), Ciapin1 knockdown (BA-sh-Ciapin1), and scramble alone (BA-sh-scramble). 32D and 32D-mCherry cells were maintained in RPMI 1640 medium (Gibco, China) supplemented with 10% fetal bovine serum (Gibco, Australia) and 10% IL-3 containing WEHI-3B conditional medium. 32D-BA, 32D-BA-Ciapin1, 32D-BA-puro, BA-sh-Ciapin1, and BA-sh-scramble cells were maintained in RPMI 1640 supplemented with 10% fetal bovine serum.

### Quantitative Reverse Transcription PCR (qRT-PCR)

Total RNA was isolated with TRIzol reagent and further purified with the miRNeasy Micro Kit (Qiagen, Germany) according to the manufacturer’s instruction. For miRNA qRT-PCR, Mir-X™ miRNA First-Strand Synthesis Kit (Clontech, USA) was used to generate cDNAs. The entire sequence of mature miRNA (21–23nt) was used as a miRNA-specific 5’primer. The mRQ 3’Primer was supplied in the Kit. The Delta-delta Ct method was used to determine the level of each miRNA relative to the level of sno202 snRNA.

For qRT-PCR, cDNAs were synthesized using the PrimeScript™ RT Reagent Kit with gDNA Eraser Kit (Takara, Japan). The gene expression level was determined by SYBR Green II qPCR. Rn18s was used as an internal control. The following primer-pairs were used for the target gene amplification: Rn18s forward primer 5’ GCAATTATTCC CCATGAACG 3’ and reverse primer 5’ GGCCTCACTAAAC-CATCCAA 3’; Bcl2 forward primer 5’ ATGCCTTTGTGGAA CTATATGGC 3’ and reverse primer 5’ GGTATGCACCCAGA GTGATGC 3’; Birc2 forward primer 5’ TGTGGCCTGATGTTG GATAAC 3’ and reverse primer 5’ GGTGACGAATGTG-CAAATCTACT 3’; Ciapin1 forward primer 5’ GGAGTTTG-GGATCTCCCCTG 3’ and reverse primer 5’ ACCCGACA GAATGACATCGAA 3’; Xiap forward primer 5’ CGAGCTGG GTTTCTTTATACCG 3’ and reverse primer 5’ GCAATTTG GGGA-TATTCTCCTGT 3’.

### Cell Viability and Apoptosis Assay

miRNA mimics and the negative control (NC) oligonucleotides were synthesized by Shanghai GenePharma Co., Ltd (Shanghai, China). The viability of 32D-BA cells was assayed using the CCK-8 Kit (Dojindo, Japan). Cells were plated in triplicate at a density of 1×10**^4^**/well in a 96-well plate at 24h hours after transfection with miRNA mimics. CCK-8 reagent (10μL) was added to each well at 24, 48, and 72h, respectively. The optical density at 450nm was measured after one hour of incubation. Apoptosis ability of murine BM cells was assessed using annexin V/PI (BD Pharmingen, USA) staining.

### Luciferase Reporter Assay

3´untranslated region (3´UTR) of the target gene was inserted into the pmirGlo vector, and an empty vector was used as the control. Murine pre-miR-142a sequence, ~100nt of 5’- and 3’-flanking region were amplified from genomic locus by PCR and cloned into pMSCV-IRES-mCherry vector. Transient transfection was performed in 293T cells with 0.8μg pMSCV- miR142a-IRES-mCherry plasmid and 0.2 μg pmirGlo-control or pmirGlo-3’UTR reporter construct. The fluorescent activity was measured consecutively using Dual-Luciferase assays (Promega, UK) 48 hours after transfection, according to the instructions of the manufacturer.

### Western Blot Analysis

Cells were counted and lysed in 1×SDS running buffer, heated at 100°C for 10 minutes and centrifuged to remove debris. Protein samples were separated on polyacrylamide gels, transferred onto a PVDF membrane and then blotted with the following primary antibodies: anti-β-actin antibody (Proteintech, China), anti-Bcl-2 antibody (Cell Signaling Technology, USA), anti-Birc2 antibody (Cell Signaling Technology, USA), anti-Ciapin1 antibody (Proteintech, China), anti-Erk1/2 antibody (Cell Signaling Technology, USA), anti-Phospho-Erk1/2 (Cell Signaling Technology, USA), anti-Pu.1 antibody (Cell Signaling Technology, USA), and anti-Xiap antibody (Cell Signaling Technology, USA). HRP-labeled goat anti-mouse IgG (Proteintech, China) or goat anti-rabbit IgG (Proteintech, China) was used as a secondary antibody.

### Viral Vectors Construction and Infection

293T cells were transfected with the pCDH-EF1-miR142a-T2A-copGFP plasmid accompanied by pMD2.G and psPAX2, or pMSCV-BA-IRES-mCherry plasmid accompanied by EcoPack using Lipofectamine 2000 (Invitrogen, USA) as per the manufacturer’s protocol. Viral supernatant was collected 48 hours after transfection and concentrated by centrifugation.

### BM Transplantation

Balb/c donor mice were treated with 5-fluorouracil 5 days before harvest of BM from tibias and femurs. BM cells were infected by the pCDH-EF1-miR142a-T2A-copGFP and pMSCV-BA-IRES-mCherry virus twice. 1.1×10**^6^** total infected cells were resuspended in 200μl PBS and injected into the tail vein of each lethally irradiated female Balb/c recipient (6-8 weeks old). PB cells were analyzed for the expression level of mCherry, Mac1, and Gr1, as well as the leukocyte number two weeks later.

### Statistical Analysis

Graphpad Prism software was used to create graphs and perform statistical analyses. The significance of differences in results, including apoptosis rates, mRNA levels, WBC counts, and percentages of mCherry^+^ cells in PB after BMT was calculated by the student’s unpaired t-test.

## Nomenclature

32Dcl23 cell line: RRID: CVCL_6G54
Doxycycline: Clontech Cat# 631311
Lineage Cell Depletion Kit, mouse: Miltenyi Biotec Cat# 130-090-858
Biotin Mouse Lineage Panel: BD Pharmingen™ Cat# 559971
Streptavidin APC-Cy™7: BD Pharmingen™ Cat# 554063
Sca-1 PE: BD Biosciences Cat# 561076, RRID: AB_2034020
CD117 (c-kit)-APC: BioLegend Cat# 135108
miRNeasy Mini Kit: QIAGEN Cat# 217004
Mir-X™ miRNA First-Strand Synthesis Kit: Clontech# 638313
PrimeScript™ RT Reagent Kit with gDNA Eraser Kit: Takara# RR047A
Cell Counting Kit-8: Dojindo# CK04-05
Dual-Luciferase assays: Promega# E1910
β-Actin antibody (C4): Proteintech Cat# 60008-1-Ig, RRID: AB_2289225
Bcl-2 (124) antibody: Cell Signaling Technology Cat# 15071, RRID : AB_2744528
Birc-2 antibody: Cell Signaling Technology Cat# 4952, RRID : AB_2063660
CIAPIN1 antibody: Proteintech Cat# 12638-1-AP, RRID : AB_2079665
Pu.1 antibody: Cell Signaling Technology Cat #2258, RRID : AB_2186909
Xiap antibody: Cell Signaling Technology Cat# 2042, RRID : AB_2214870

## Results

### Induced Expression of BA Altered miRNA and Gene Profiles of Murine BM LSKs

To get insight into the inherent regulation of CML LSCs, a tet-off inducible transgenic murine CML model, Scl-tTA-BA (18), was chosen for integrated analysis of the miRNA-mRNA regulatory network in BM LSKs. All mice developed a CML-like disease after doxycycline withdrawal (**Figure S1**). As CML is a stem cell-derived disease, the number and proportion of BM HSPC were analyzed three weeks after doxycycline withdrawal. The proportion and the absolute number of BM LSKs significantly increased in BA-harboring mice compared with that in the control group (**Figure 1A**). To choose the appropriate point of time for subsequent analysis, the percentage of PB granulocytes was followed up after doxycycline withdrawal, showing that the granulocyte percentage rose from 8% at week-0 to 50% at week-3 (**Figure 1B**). Furthermore, parallel detection of GFP^+^ proportion in BM LSKs of Scl/tTA-GFP mice was performed as a reference for the evaluation of BA protein level (26). At week-0, there were no GFP^+^ cells in LSKs, while almost half of the LSKs were GFP^+^ at week-3 (**Figure 1C**). Therefore, we sorted BM LSKs at week-0 and week-3 after doxycycline withdrawal and extracted RNA for subsequent miRNA microarray and RNA-seq experiments (**Figure 1D**).

**Figure 1:**
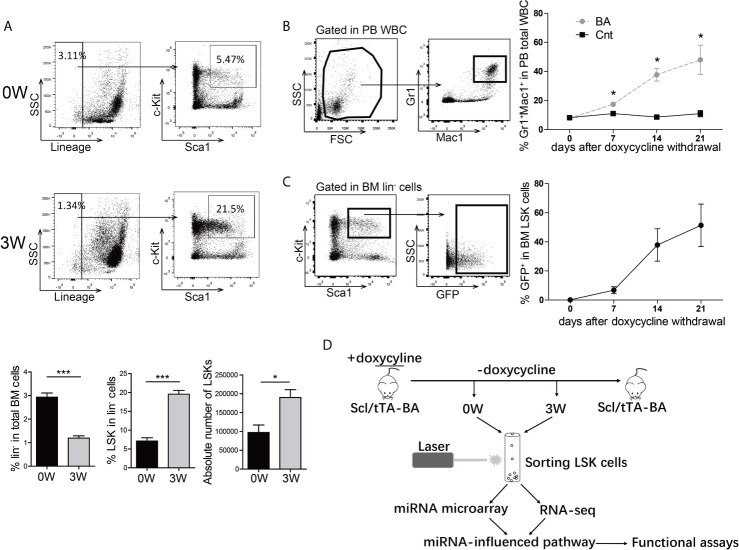
BCR/ABL1 (BA) interferes with the proportion of LSKs in murine bone marrow (BM). **(A)** Proportion and absolute number analysis of BM Lin^-^Sca-1^+^c-Kit^+^ (LSK) cells in Scl/tTA-BA mice before and after doxycycline withdrawal. **(B)** Follow-up analysis of granulocyte proportion in peripheral blood (PB) of Scl/tTA-BA mice after doxycycline withdrawal. **(C)** Follow-up analysis of GFP^+^ cell proportion in LSKs of Scl/tTA-GFP mice. **(D)** Schematic design of the experiment. Results are mean ± standard error of the mean (SEM), *p < 0.05, ***p < 0.001 **(A, B)** was assessed by unpaired *t*-test.

Compared with mice fed on doxycycline (week-0), there are 52 miRNAs upregulated with fold change≥1.5 and 53 miRNAs downregulated with fold change ≤ 0.67 at week-3 (**Figures S2** and **2A**). The dysregulated miRNAs are listed in **Supplementary Table S1** and **Figure 2B**. Some of them, such as miRNA-26a-5p, miR-30c-5p, miR-142a-5p, miR-142a-3p, and miR-126a-3p, miR-130a-3p, and miR-34a-5p, have been known to play important roles in solid cancer or leukemia development (27–34). To further validate the array data, qRT-PCR was used to detect the expression level of BA and several selected downregulated miRNAs in LSK samples. As expected, BA expression level was significantly upregulated at week-3 after doxycycline withdrawal (**Figure 2C**). For miRNAs, consistent with array data, miR-126a-3p, miR-130a-3p, miR-142a-5p, miR-142a-3p, miR-29c-3p, and miR-30c-5p decreased significantly following BA expression. Another three miRNAs also had a decreasing tendency, though showed no statistical difference compared with that in the un-withdrawal sample (**Figure 2D**). Besides, a murine IL-3-dependent myeloid cell line, 32D, was also used to validate array data. Stable cell lines 32D-BA and 32D-mCherry were constructed (**Figure 2E**). Enforced expression of BA resulted in significant downregulation of most selected miRNAs (**Figure 2F**). Overall, our results demonstrated that induced expression of BA altered miRNA profiles of murine BM LSKs.

**Figure 2:**
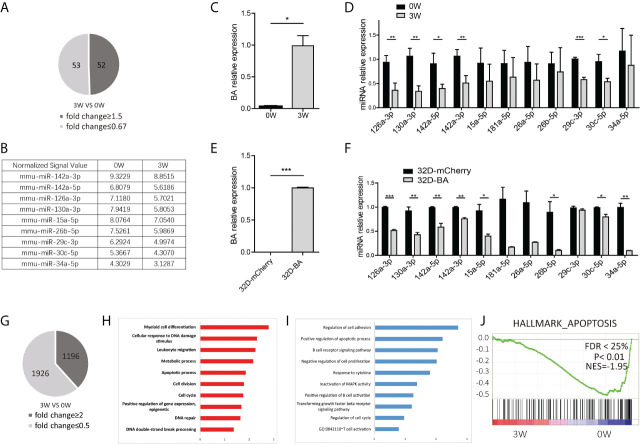
miRNA and mRNA alteration of BM LSKs in Scl/tTA-BA mice. **(A)** Number of dysregulated miRNAs detected by miRNA array (fold-change ≥1.5 or ≤0.67). **(B)** Normalized signal values of representative differentially expressed miRNAs. **(C)** Expression detection of BA in BM LSKs of Scl/tTA-BA mice. **(D)** qRT-PCR confirmation of expression level of selected miRNAs in BM LSKs from Scl/tTA-BA mice. **(E)** Expression detection of BA in 32D-BA cell line. **(F)** qRT-PCR confirmation of expression level of selected miRNAs in 32D-BA cell line. **(G)** The number of dysregulated genes detected by RNA-seq (fold-change≥2 or ≤0.5). **(H, I)** GO analysis of differentially expressed genes between BA-harboring and normal BM LSKs. **(J)** GSEA showing that the apoptosis pathway was remarkably downregulated in BM LSKs at week-3 after doxycycline withdrawal. Results are mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001 **(C–F)** was assessed by unpaired *t*-test.

Meanwhile, global gene expression analysis was performed on BM LSKs of Scl-tTA-BA mice (**Figure S3**). 

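Scl/tTA-BA mice express BA in hematopoietic stem and progenitor cells once doxycycline is withdrawn from their drinking water. RNA of sorted BM LSKs, which are lineage-negative cells positive for Sca1 and c-Kit, was sequenced as 1 library at week-0 and 1 library at week-3, each made from the LSKs of 3 mice mixed together. With no replicates, the spread between mice is unknown, and every comparison of the RNA-seq values is between these 2 libraries. For each of 34745 genes, the authors deposited the number of reads they counted and the FPKM (fragments per kilobase of exon model, scaled by the reads of the library) from reads mapped to GRCm38. The week-0 library held 6356164 reads on genes and the week-3 library 3886695. Reads were found on 18002 genes at week-0 and on 17106 genes at week-3, and 15377 genes were above 0 at both time points. The smallest share that the depth can show, 3 reads, was 0.472 reads per 1000000 at week-0 and 0.772 per 1000000 at week-3. The 10 genes with the most reads took 10.4% of the reads at week-0 and 11.7% at week-3. Changes of single genes were computed as the log2 of the FPKM at week-3 over the FPKM at week-0, without a pseudocount. Their 95% confidence intervals (exact Clopper-Pearson, from the reads of the 2 libraries) cover counting error only, since reads of amplified cDNA are not independent molecules.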

LSKs were also collected at week-0 or week-3 after doxycycline withdrawal. 

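A gene was called upregulated when its FPKM at week-3 was at least 2 times that at week-0, and downregulated when it was at most 0.5 times, with a Benjamini-Hochberg q-value under 0.05 in edgeR's exact test on the read counts. Only genes above 0 in both libraries were tested. Because 1 library per time point gives no estimate of the variation between mice, the test used a fixed biological coefficient of variation of 0.1. With these settings, 1247 genes were upregulated and 1548 were downregulated, 2795 in all. Without the q-value, 2191 genes had a ratio of at least 2 and 2495 had a ratio of at most 0.5. The assumed variation moved these numbers most. With a biological coefficient of variation of 0.4 in place of 0.1, 29 genes were upregulated and 87 were downregulated. On simulated counts of 16682 genes, 200 genes with an expected number of at least 20 reads in the smaller library were changed by 4 times or 0.25 times, more than the limits of 2 and 0.5. The same procedure called 190 of the changed genes in the right direction and 5 of the unchanged genes. The counts were simulated with the biological coefficient of variation of 0.1 that the test assumes, so few false calls could be foreseen. The 5 calls therefore do not measure the error if mice vary more than that.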

After data preprocessing, we identified 3122 differentially expressed genes that contain 1196 upregulated and 1926 downregulated genes (**Figure 2G**). The top 100 dysregulated mRNAs are listed in **Supplementary Table S2**. 

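Among the called genes, the largest rise was that of Cma1 (ENSMUSG00000022225, chromosome 14 of GRCm38, from 55941453 to 55944661), which encodes a mast cell chymase. It had 4 reads and an FPKM of 0.586 at week-0, and 3361 reads and an FPKM of 805 at week-3, a log2 fold change of 10.42 (95% interval 9.07 to 12.3, q = 2.947e-144). The next largest log2 fold changes were 9.57 for Fcer1a, 7.69 for Tph1, 5.99 for Zfp930 and 5.61 for Tpsab1. At week-0 these 4 genes had 1, 2, 1 and 9 reads, so the size of each rise is known only within a wide interval, for Fcer1a from 7.09 to 14.88. The largest fall was that of Cd83 (ENSMUSG00000015396, chromosome 13, from 43785107 to 43803130), with 514 reads at week-0 and 1 read at week-3, a log2 fold change of -8.30 (95% interval -13.6 to -5.81, q = 1.849e-47). It was followed by Igkv12-89 (-7.93), Wnt10b (-7.32), Mzb1 (-7.06) and Igkv4-59 (-6.70). At week-3 these 4 genes had 7, 1, 1 and 1 reads. The size and order of these falls are therefore uncertain, with an interval for Wnt10b from -12.63 to -4.83. With a pseudocount of 1, the log2 fold change of Cma1 was 8.99 and that of Cd83 was -5.11.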

GO analysis indicated that upregulated genes are involved in a broad range of biological process functions, including myeloid cell differentiation, cellular response to DNA damage stimulus, leukocyte migration, metabolic process, apoptosis, and cell cycle etc. (**Figure 2H**). 

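The deposited tables list the GO terms of each gene, and these were used to count the upregulated genes of every term. The counts were compared with 10000 random lists of as many genes, matched on mean expression, drawn from the 13771 tested genes with at least 8 reads, the fewest of any upregulated gene. Genes are not independent replicates, so the position among random lists is given in place of a p-value. Of 183 genes in leukocyte migration, 31 were upregulated, against a median of 16 in the random lists (percentile 99.98). For myeloid cell differentiation the count was 28 of 271 genes (random median 24, percentile 79.7). The cellular response to DNA damage stimulus had 47 upregulated genes of 570 (random median 52, percentile 21.6), and metabolic process had 689 of 7822 (random median 699, percentile 26.5). Fewer genes than in most random lists were upregulated in apoptotic process, with 90 of 1205 (random median 107, percentile 2.89), and in cell cycle, with 86 of 1191 (random median 107, percentile 1.06). With fold-change limits of 1.5 and 0.67, the percentile of metabolic process was 100.0 and that of cell cycle was 4.05. The median change of a whole term gave another view, as the difference in log2(FPKM + 0.1) over genes with an FPKM of at least 1 in either library. The median of all 11776 such genes was 0.10. The DNA repair genes had a median change of 0.24, above almost all matched random lists (percentile 99.86), and those of the DNA damage response had 0.18 (percentile 98.5). Metabolic process genes had a median change of 0.12 (percentile 99.88). Myeloid cell differentiation genes had a median change of -0.06 (percentile 0.31), and leukocyte migration genes also had -0.06 (percentile 1.15).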

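Genes that fell at week-3 were compared with random lists from the 12402 tested genes with at least 17 reads. In regulation of cell adhesion, 106 of 385 genes were downregulated, where the random lists had a median of 47 and 95% of them lay between 35 and 60. Positive regulation of apoptotic process had 80 downregulated genes of 382 (random median 46, 95% of lists between 34 and 59), and negative regulation of cell proliferation had 71 of 368 (random median 46, 95% of lists between 34 and 58). Higher counts than in the random lists were also found for T cell activation, with 73 of 291 genes, and response to cytokine, with 85 of 409. In inactivation of MAPK activity, 11 of 17 genes fell, against a random median of 2. Regulation of cell cycle was closest to the random lists, with 98 genes of 671 (random median 81, percentile 97.7), and its percentile fell to 93.55 with median-of-ratios scaling. The excess was not limited to these terms. In apoptotic process, 211 of 1155 genes were downregulated (random median 140, percentile 100.0), in myeloid cell differentiation 53 of 259 (random median 31, percentile 99.98) and in leukocyte migration 38 of 174 (random median 21, percentile 99.98). Fewer genes than in most random lists fell in the DNA damage response, with 47 of 562 (random median 67, percentile 0.26). The same held for metabolic process, with 851 of 7391 (random median 906, percentile 0.08).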

Downregulated genes were mainly enriched in the regulation of cell adhesion, positive regulation of the apoptotic process, and negative regulation of cell proliferation etc. (**Figure 2I**). In line with this, GSEA on a customized gene set file, a gene expression fingerprint of specific hematopoietic cells from Chambers et al. (24), also showed significant depletion of the apoptosis signature in LSKs harbored BA fusion gene (**Figure 2J**).

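The fingerprint gene sets of the published GSEA were not used here. Over the GO terms of the deposited tables, the 352 expressed genes of positive regulation of apoptotic process had a median change of -0.02, where 95% of matched random lists lay between 0.02 and 0.20 (percentile 0.26). The 1060 expressed genes of apoptotic process had a median change of -0.01, and 95% of their random lists lay between 0.06 and 0.16. Reactome's mouse Apoptosis set, of which 150 of 157 genes were matched, gave other values. Its 128 expressed genes had a median change of 0.17 (percentile 61.8), and 10 of its 128 tested genes were downregulated (random median 14, percentile 12.75). Of its 130 genes tested for a rise, 4 were upregulated, fewer than in most random lists (random median 11, percentile 0.86). Reactome's Cell Cycle set rose, with a median change of 0.26 over 446 genes (percentile 99.94), whereas the 1074 expressed genes of the GO term cell cycle had a median change of 0.09 (percentile 36.1). Reactome's DNA Repair set had a median change of 0.18 over 122 genes (percentile 81.8), and 6 of its 129 tested genes were upregulated (random median 12, percentile 3.0). The percentiles of these median changes did not cross the limits of the central 95% with a pseudocount of 1 or another limit on low values.

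**Figure D1:**
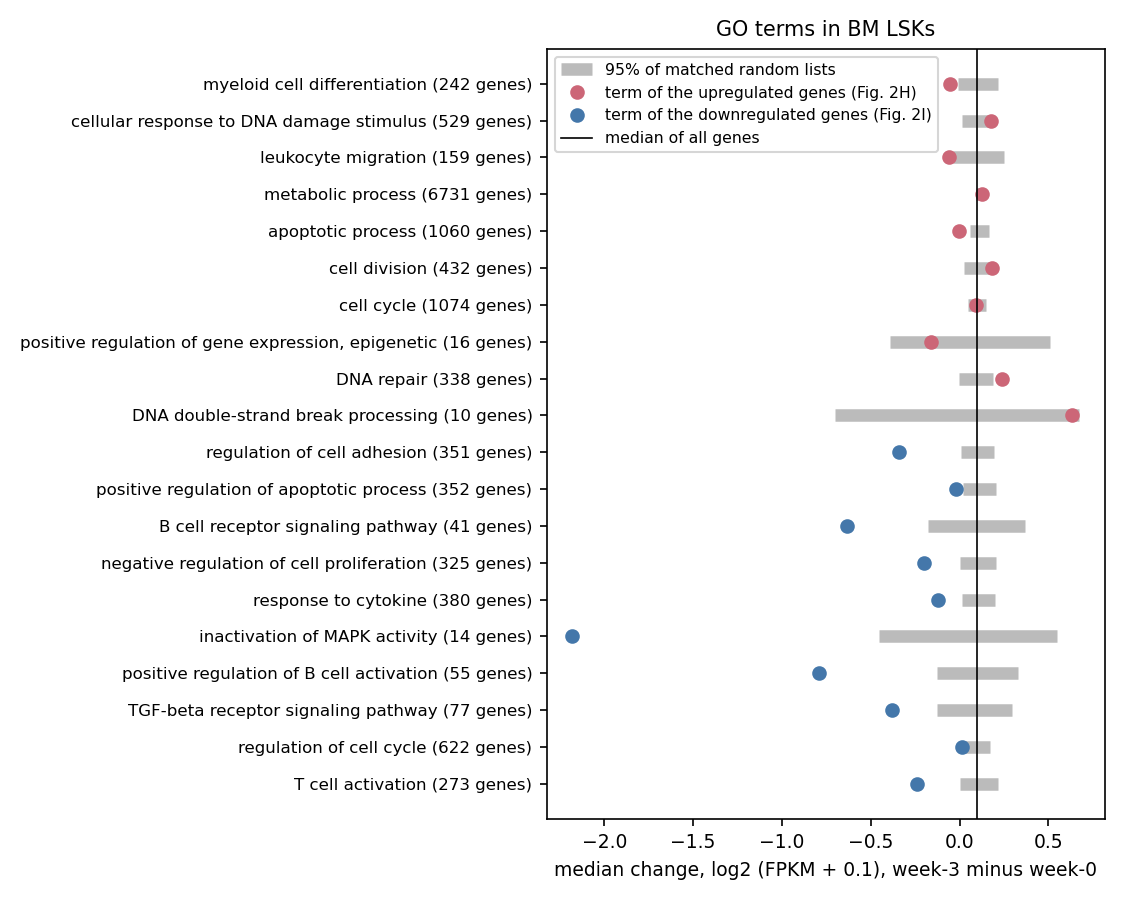
Median change of the genes of each GO term, week-3 minus week-0 in log2(FPKM + 0.1), for genes with an FPKM of at least 1 in either library. Points are the medians of the terms in Fig. 2H (red) and Fig. 2I (blue), grey bars span 95% of the random lists matched on mean expression, and the black line is the median of all genes (0.10). Inactivation of MAPK activity has the lowest median, -2.18, over 14 genes.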

### Integrative Analysis of miRNA−mRNA Network Revealed an Enhanced Cell Survival Probability of CML LSKs

Next, basing on the data above, we performed an integrated analysis of dysregulated miRNAs and genes. First, target genes of miRNAs were predicted using miRwalk2.0 database. Second, we overlapped the predicted target genes with dysregulated genes detected by RNA-seq and proposed a regulatory network of miRNA-mRNA (**Figure 3A**). 

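The flowchart in Fig. 3A gives wider limits for the RNA-seq data, a fold change of at least 1.5 or at most 0.67. With these limits and the same test, 2252 genes were upregulated and 2097 were downregulated, so that upregulated genes outnumbered downregulated genes. The miRNA array and the target predictions were not analysed here.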

431 interactions were built between 14 downregulated miRNAs and 299 upregulated genes (**Figure 3B**). The edges that connect nodes showed the interaction of miRNAs and mRNAs, and the nodes represent miRNAs or genes, red indicating upregulation, and green indicating downregulation. We also built 318 interactions between 8 upregulated miRNAs and 271 downregulated mRNAs (**Figure 3C**). Among the dysregulated ones shown in **Figures 3B, C**, several miRNAs and their target genes were known to be involved in CML progression (35–38).

**Figure 3:**
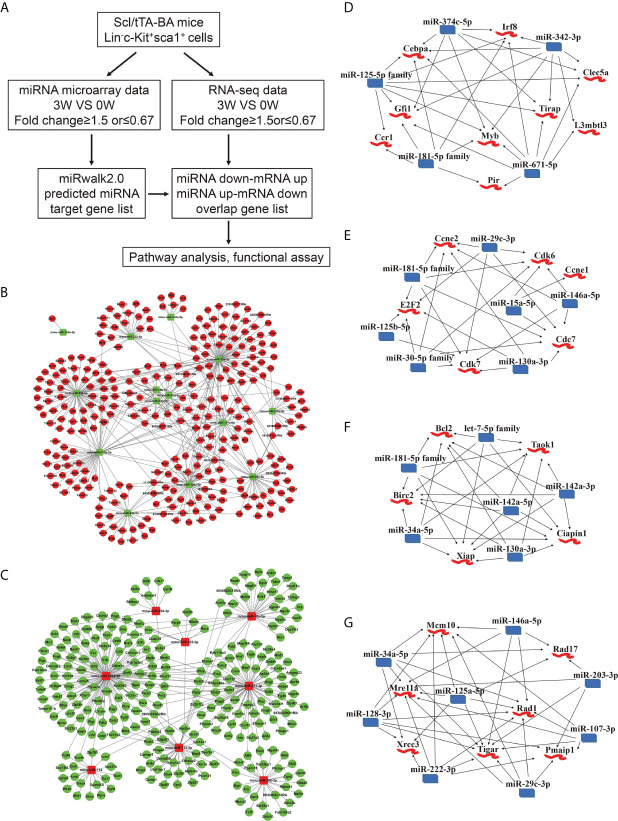
Integrated analysis of miRNA-mRNA regulatory networks in murine CML LSKs. **(A)** Integrated analysis flowchart of the screened miRNAs and predicted target genes. **(B, C)** The correlation networks showing 431 interactions built between 14 downregulated miRNAs and 299 possible target genes **(B)**, and 318 interactions between 8 upregulated miRNAs and 271 possible target genes **(C)**. **(D–G)** Visualization of the regulatory networks enriched for four pathways including myeloid differentiation **(D)**, cell cycle **(E)**, anti-apoptotic pathway **(F)**, and DNA damage **(G)**.

As reported, CML progression can be promoted by multiple pathways including RAS, PI3K/AKT, ERK, MYC, JAK/STAT, myeloid differentiation, apoptosis, cell cycle, and genomic instability (39). In the light of the information uncovered by integrated analysis, we especially focused our attention on four pathways, including anti-apoptotic, cell cycle, myeloid differentiation, and DNA damage pathway. A regulatory network emerged, gathering miR-374c-5p, miR-342-3p, miR-671-5p, miR-181-5p family, and miR-125-5p family. All these miRNAs are downregulated following BA expression. 

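All 9 genes of the myeloid differentiation network in Fig. 3D had a higher FPKM at week-3, with intervals above 0. Cebpa (ENSMUSG00000034957, chromosome 7, from 35119293 to 35121928) had 105 reads at week-0 and 153 reads at week-3, and its FPKM went from 3.45 to 8.22, a log2 fold change of 1.25 (95% interval 0.89 to 1.62, q = 7.994e-05). The log2 fold change was 2.20 for Gfi1, 1.08 for Myb and 1.39 for Tirap. Irf8 and L3mbtl3 rose by less than 2 times, with log2 fold changes of 0.83 and 0.79, and were called only with the limits of 1.5 and 0.67. Myb was at 0.97 with TMM scaling and at 0.99 with median-of-ratios scaling, under the limit of 2 times. Clec5a had the largest rise, 3.83. Pir rested on 2 reads at week-0 and 15 at week-3, and its interval ran from 1.51 to 6.79.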

*Cebpa, Gfi1, Myb, Irf8*, and *Tirap* etc., whose upregulation has been reported to regulate myeloid differentiation positively, are involved in this network (**Figure 3D**). Furthermore, the interactions between downregulated miR-181-5p family, miR-29c-3p, miR-15a-5p, miR-146a-5p, miR-130a-3p, miR-125b-5p, and miR-30-5p family and upregulated genes Ccne1, Ccne2, Cdk6, Cdk7, Cdc7, and E2F2 were identified. 

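Ccne1 (ENSMUSG00000002068, chromosome 7, from 38097984 to 38107534) went from an FPKM of 3.27 at week-0, with 78 reads, to 9.72 at week-3, a log2 fold change of 1.57 (95% interval 1.17 to 1.99, q = 1.088e-06). Ccne2 rose by 1.93 on the log2 scale, from 21 to 49 reads. These 2 genes were called upregulated at 2 times. Cdk6 had the most reads, 13628 and 14674, and a log2 fold change of 0.82 with an interval from 0.78 to 0.85. E2f2 had a log2 fold change of 0.91. Cdk6 and E2f2 passed only the limit of 1.5 times. Cdk7 (log2 fold change 0.61, 95% interval 0.31 to 0.92, q = 0.06039) and Cdc7 (0.67, interval 0.27 to 1.07, q = 0.0698) were higher at week-3 but not called with either pair of limits.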

The predicted target genes in this network are all involved in the cell cycle (**Figure 3E**). miR-130a-3p, miR-142a-5p, miR-142a-3p, miR-34a-5p, miR-181-5p family, let-7-5p family, and highly expressed genes, including Bcl2, Birc2, Ciapin1, Xiap, and Taok1, were weaved into a network related to the anti-apoptotic process, which implicated that BA expression could promote cell survival (**Figure 3F**). 

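In the anti-apoptotic network, Ciapin1 (ENSMUSG00000031781), a protein-coding gene on the minus strand of chromosome 8 of GRCm38 from 94819818 to 94838358, had 413 reads and an FPKM of 8.31 at week-0. At week-3 it had 579 reads and an FPKM of 19.1, a log2 fold change of 1.20 (95% interval 1.01 to 1.38, q = 2.59e-06). Its log2 fold change was 1.08 with TMM scaling and 1.11 with median-of-ratios scaling. Taok1 had 112 and 173 reads and a log2 fold change of 1.34 (interval 0.99 to 1.69, q = 1.357e-05). Bcl2, with 437 and 407 reads, had a log2 fold change of 0.61 (interval 0.41 to 0.81, q = 0.03156) and passed only the limit of 1.5 times. Its log2 fold change was 0.49 with TMM scaling and 0.52 with median-of-ratios scaling, under that limit. Xiap, with 72 and 76 reads, had a log2 fold change of 0.79 (interval 0.30 to 1.27, q = 0.05231) and was not called with either pair of limits, since its q-value was over 0.05. Birc2 (chromosome 9, from 7818227 to 7837064) had 170 reads and an FPKM of 3.27 at week-0, and 91 reads and an FPKM of 2.86 at week-3. Its log2 fold change was -0.19 (interval -0.58 to 0.18, q = 0.7281), so no change of Birc2 was detectable at this depth. From this network, the paper proposes that BA expression could promote cell survival.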

Last but not least, we displayed a network of several downregulated miRNAs (miR-146a-5p, miR-203-3p, miR-107-3p, miR-29c-3p, miR-222-3p, miR-125a-5p, miR-128-3p, and miR-34a-5p) and their predicted target genes (Mcm10, Rad17, Rad1, Pmaip1, Tigar, Mre11a, and Xrcc3), which is involved in the cellular response to DNA damage stimulus (**Figure 3G**).

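All 7 genes were called upregulated, with log2 fold changes between 1.02 and 2.31. Tigar rose most (ENSMUSG00000038028, chromosome 6, from 127085116 to 127109557), from 25 to 76 reads and from an FPKM of 0.938 to 4.66 (95% interval of the log2 fold change 1.65 to 3.03, q = 2.307e-08). Mre11a had a log2 fold change of 2.00 and Rad1 of 1.93. Xrcc3 rose least, from 71 to 88 reads (interval 0.55 to 1.49, q = 0.006801), and with TMM scaling its log2 fold change of 0.91 was under the limit of 2 times. The reads of these genes numbered between 25 and 71 at week-0 and between 76 and 165 at week-3, so counting error alone leaves each fold change uncertain.

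**Figure D2:**
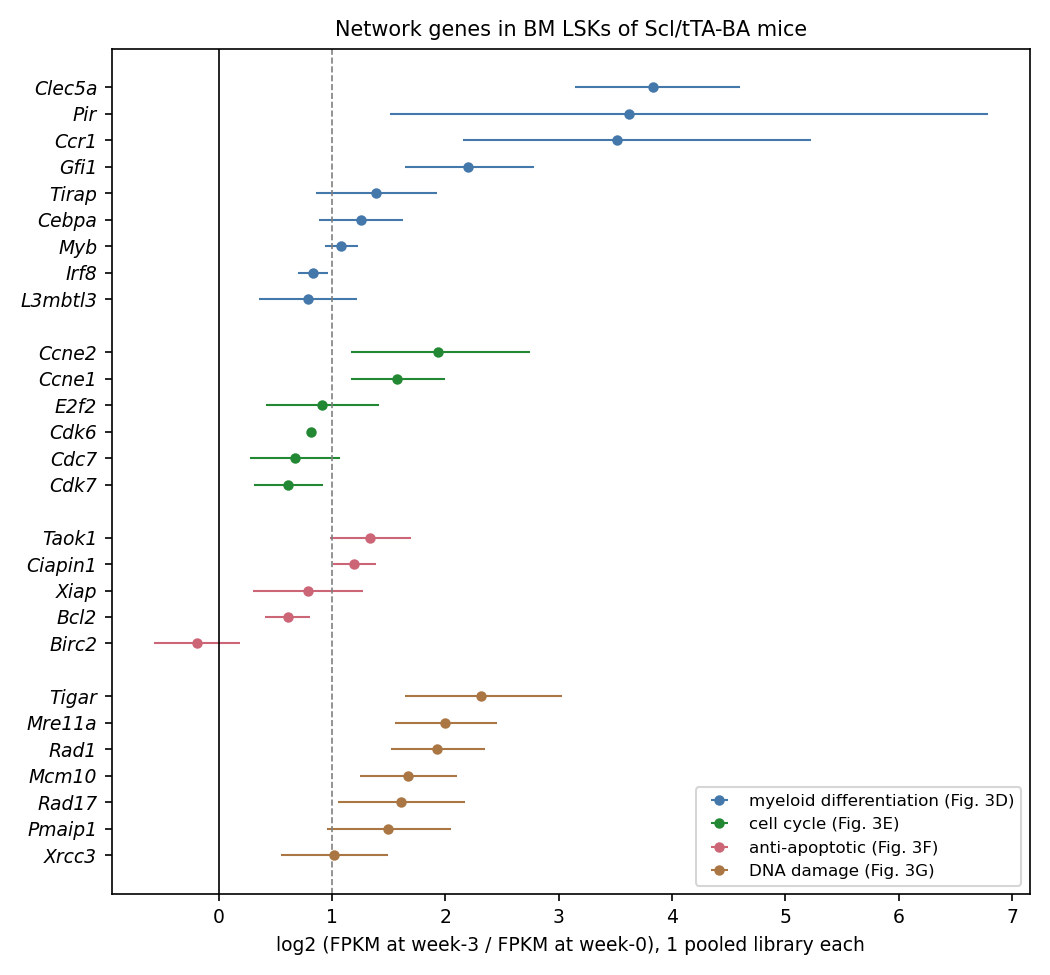
Log2 of the FPKM at week-3 over the FPKM at week-0 for the genes of the networks in Fig. 3D-G, 1 pooled library per time point. Points are the log2 fold changes and lines their 95% Clopper-Pearson intervals (counting error only), with a solid line at 0 and a dashed line at the limit of 2 times. Birc2, at -0.19, is the only gene below 0 in this plot, with total-read scaling.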

To evaluate the biologic function of these miRNAs in BA-expressing cells, we transfected some of the mimics into 32D-BA cells and performed a CCK-8 assay for cell viability analysis. The viability of 32D-BA cells could be suppressed by miR-130a-3p, miR-142a-5p, miR-30c-5p, and miR-34a-5p (**Figure 4A**). The transfection efficiency of these mimics was determined by qRT-PCR analysis (**Figure 4B**). These data indicated that the downregulation of these miRNAs might promote cell survival. Apoptosis analysis was then performed on BM cells collected from Scl-tTA-BA mice. A significant decrease in the proportion of apoptotic cells in LSKs was detected in both early and late apoptosis at week-3 after doxycycline withdrawal compared with that at week-0 (**Figure 4C**). Besides, we observed that the early apoptosis was suppressed in granulocytes following BA expression, while the late apoptosis was not disturbed (**Figure 4D**).

**Figure 4:**
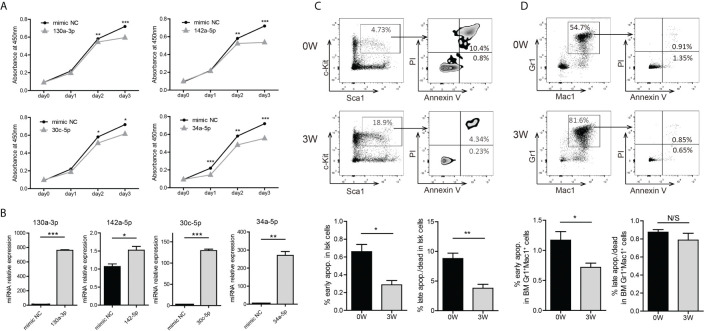
Induction of BA expression enhanced cell survival probability of murine BM LSKs. **(A)** Cell viability analysis of 32D-BA cells transfected with selected miRNAs by CCK8 assays. **(B)** Validation of transfection efficiency of miRNAs by qRT-PCR experiments. **(C, D)** Apoptosis analysis of BM LSKs **(C)** and granulocytes **(D)** *via* Annexin V/PI staining (n=3). Results are mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001 and N/S (not significant) **(A–D)** was assessed by unpaired *t*-test.

### Downregulation of miR-142a Promoted the Survival of BA-Harboring Cells by Relieving Its Repression on Ciapin1

As both miR-142a-5p and miR-142a-3p were involved in a network related to the anti-apoptotic process and detected to be downregulated in CML LSKs and 32D-BA cells (**Figures 2D, F**), we then conducted enforced overexpression of miR-142a (OE142a) in 32D-BA cells by infection with pCDH-EF1 lentivirus encoding miR-142a-T2A-GFP. Our results showed that miR-142a overexpression could gradually reduce the survival ability of 32D-BA cells (**Figure 5A**) and significantly promoted cell apoptosis (**Figure 5B**). The overexpression levels of miR-142a-5p and miR-142a-3p were confirmed by qRT-PCR (**Figure 5C**). These results suggested that miR-142a overexpression induced cell apoptosis in BA-harboring cells.

**Figure 5:**
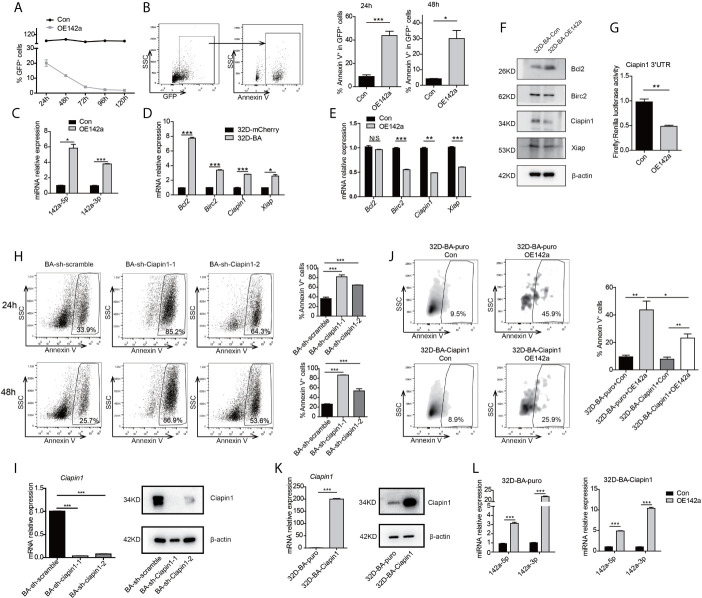
Overexpression of miR-142a impaired cell viability partially through targeting Ciapin1. **(A)** Follow-up analysis of GFP^+^ cell proportion in 32D-BA cells infected with pCDH-EF1-miR142a-T2A-copGFP virus. **(B)** Apoptosis analysis of 32D-BA cells at 24h and 48h after lentivirus infection. **(C)** Validation of miR-142a-5p and miR-142a-3p expression by qRT-PCR. **(D, E)** qRT-PCR detection of anti-apoptotic gene Bcl2, Birc2, Ciapin1, and Xiap in 32D-BA cells **(D)** and miR-142a-overexpressed (OE142a) 32D-BA cells **(E)**. **(F)** Western blot detection of anti-apoptotic proteins Bcl2, Birc2, Ciapin1, and Xiap in 32D-BA cells infected with lentivirus encoding miR-142a. **(G)** Identification of miR-142a target gene by luciferase reporter assay. **(H)** Apoptosis analysis of 32D-BA cells at 24h and 48h after Ciapin1 knockdown. **(I)** Determination of Ciapin1 expression by qRT-PCR and western blot analysis. **(J)** Comparative analysis of apoptosis between 32D-BA-puro+OE142a and 32D-BA-Ciapin1+OE142a cells *via* Annexin V staining. **(K)** Validation of Ciapin1 expression by qRT-PCR and Western blot assay. **(L)** Validation of miR-142a-5p and miR-142a-3p expression in 32D-BA-puro and 32D-BA-Ciapin1 cells by qRT-PCR. Results are mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001 and N/S (not significant) **(B–E, G–L)** was assessed by unpaired *t*-test.

In line with our prediction of anti-correlated miRNA-target gene pairs, the mRNA level of anti-apoptotic genes Bcl2, Birc2, Ciapin1, and Xiap were observed to be upregulated in 32D-BA cells but downregulated by miR-142a overexpression (**Figures 5D, E**). Of note, the protein level of Ciapin1 was also found to be downregulated by miR-142a overexpression (**Figure 5F**). Furthermore, luciferase reporter assays revealed that Ciapin1 might be the direct target of miR-142a (**Figure 5G**). To verify the involvement of Ciapin1 in the miR-142a-mediated cellular effect, we treated 32D-BA cells with shRNA-Ciapin1 and detected the cell apoptosis ratio. As expected, a significant increase in apoptosis was observed (**Figures 5H, I**). Next, we co-overexpressed Ciapin1 and miR-142a in 32D-BA cells, finding that Ciapin1 could partially rescue the impaired cell survival ability induced by miR-142a (**Figure 5J**). The overexpression levels of Ciapin1 and miR-142a were shown in **Figures 5K, L**. Taken together, these findings suggest that the downregulation of miR-142a contributes to the enhanced anti-apoptotic ability of BA-harboring cells by relieving its repression on Ciapin1.

### Phosphorylated ERK Inhibits the Expression of miR-142a in BA-Harboring Cells

Previous studies have shown that Pu.1 was critical for miR-142 gene expression in murine dendritic cells, and PU.1 expression was severely impaired in CML patients (40, 41). It’s of interest whether Pu.1 was critical for miR-142 gene expression in BA-harboring cells. To verify this point, we detected the expression level of Pu.1 in 32D-BA cells, showing only a slight decrease of Pu.1 mRNA level as compared with that in 32D-mCherry cells (**Figure S4A**). Subsequently, 32D-BA cells were transducted with flag-Pu.1-expressing retroviral supernatants (**Figure S4B**). Pu.1 overexpression induced a slight increase in miR-142a-5p expression but no significant difference in miR-142a-3p expression (**Figure S4C**). These data indicated that Pu.1 might not be the critical reason for miR-142a downregulation in BA-harboring cells.

Another study has reported the bimodal regulation of miR-142a by the ERK pathway in mice embryonic stem cells (42). Does ERK play a pivotal role in the downregulation of miR-142a in BA-harboring cells? To address this point, we checked the expression level of ERK in 32D-BA cells. Highly phosphorylated ERK was showed in 32D-BA cells when comparing with 32D-mCherry cells (**Figure 6A**). Next, we treated 32D-BA cells with an ERK inhibitor (SCH772984) for 24 hours, a significant decrease of ERK phosphorylation was observed as compared with DMSO treated group (**Figure 6B**). Meanwhile, both miR-142a-5p and miR-142a-3p were upregulated with the treatment of different dosages (1μM, 2μM, and 5μM) (**Figure 6C**). Moreover, the mRNA level of Ciapin1, as well as the protein level, was repressed in ERK inhibitor-treated 32D-BA cells (**Figure 6D**), along with the significant increase of apoptosis rate (**Figure 6E**). Lastly, we treated stable 32D-BA-Ciapin1 cells with 5μM SCH772984 to examine whether Ciapin1 overexpression can rescue the impaired cell survival ability induced by ERK inhibitor in 32D-BA cells. Indeed, a significant decrease in apoptosis was observed at 72h after treatment (**Figure 6F**). These results supported that miR-142a was partially downregulated by BA-triggered ERK phosphorylation and then promoted leukemia cell survival through relieving its repression on Ciapin1.

**Figure 6:**
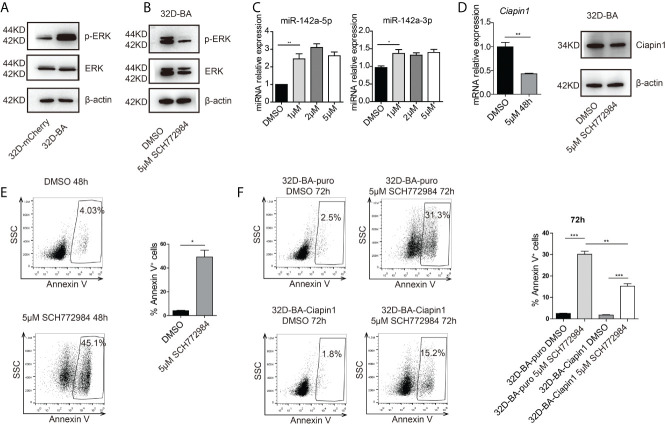
Phosphorylated (P) ERK inhibited the expression of miR-142a in BA-harboring cells. **(A)** Western blot detection of total and p-ERK protein level in 32D-BA and 32D-mCherry cells. **(B)** The ERK inhibitor SCH772984 inhibited the p-ERK level in 32D-BA cell line. **(C)** qRT-PCR detection of miR-142a-5p and miR-142a-3p level in 32D-BA cells with ERK inhibitor treatment. **(D)** qRT-PCR and Western blot analysis of Ciapin1 expression in 32D-BA cells with ERK inhibitor treatment. **(E)** Apoptosis analysis of 32D-BA cells with ERK inhibitor treatment. **(F)** Apoptosis analysis of 32D-BA-Ciapin1 cells with ERK inhibitor treatment. Results are mean ± SEM, *p < 0.05, **p < 0.01, ***p < 0.001 **(C–F)** was assessed by unpaired *t*-test.

### miR-142a May Act As a Suppressor in CML Progression

Next, we assessed the effect of miR-142a overexpression on CML progression *in vivo*. BM cells from 5-fluorouracil treated healthy Balb/c mice were collected and co-infected with the pCDH-EF1-miR142a-T2A-copGFP and pMSCV-BA-IRES-mCherry viral supernatant, then transplanted into lethally irradiated wild-type Balb/c recipients (**Figure 7A**). The pCDH-EF1-T2A-copGFP and pMSCV-IRES-mCherry virus were used as empty controls. We then closely monitored the WBC count and the percentage of mCherry^+^ (BA positive) cells in PB. As our results showed, miR-142a overexpression reduced the WBC count (**Figure 7B**) as well as the ratio of BA positive cells in recipients (**Figure 7C**). Though Mice in both BA+OE142a group and BA+control group showed a CML-like phenotype (**Figure 7D**), overexpression of miR-142a significantly prolonged the survival of mice (**Figure 7E**). These results suggest that miR-142a may act as a suppressor in CML progression.

**Figure 7:**
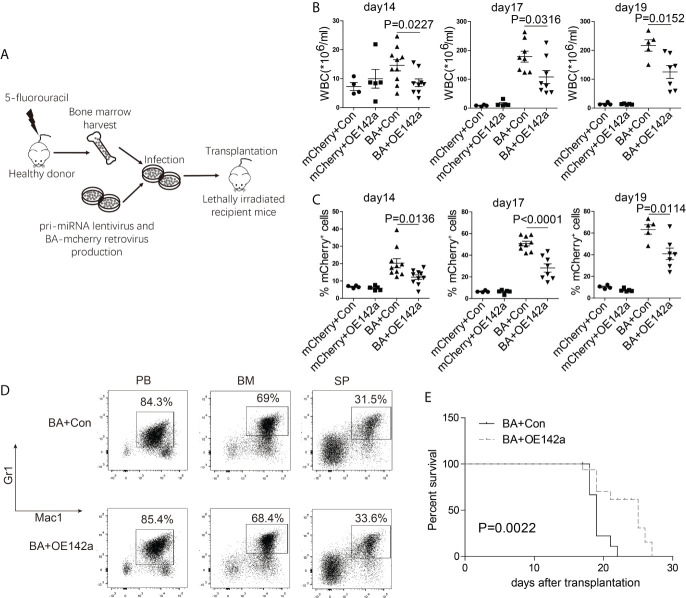
miR-142a may act as a suppressor in CML progression. **(A)** Schematic of miR-142a treatment on BA-induced CML mice. **(B)** Follow-up analysis of the PB white blood cell (WBC) count after transplantation. **(C)** Follow-up analysis of the proportion of mCherry^+^ cells in PB. **(D)** Immunophenotype analysis of mice in BA and BA+miR-142a group. **(E)** Kaplan-Meier survival curve of mice inoculated with miR-142a overexpression or control lentivirus. Results are mean ± SEM, p value was assessed by unpaired *t*-test.

## Discussion

In this study, we parallelly analyzed BA-induced miRNA and gene alterations to systematically study the roles of miRNAs in the pathogenesis of CML by using a hematopoietic stem/progenitor cell-specific tet-off inducible transgenic murine model, Scl/tTA-BA, in which doxycycline withdrawal can induce BA expression in HSPCs, leading to a CML-like phenotype. This model provides an incomparable advantage for studying CML pathogenesis.

On the basis of the target gene prediction and integrated analysis of dysregulated miRNA and mRNA, we built several miRNA-mRNA interaction networks, including the apoptosis process, cell cycle, myeloid differentiation, and DNA damage. Interestingly, a group of differentially displayed genes in CML LSCs (CD34^+^/CD38^-^) and CML progenitors (CD34^+^/CD38^+^) generated from CML patients also appeared to be involved in these four processes (43). As shown in the result, miR-130a-3p, miR-142a-5p, miR-142a-3p, miR-34a-5p, miR-181-5p family, and let-7-5p family were weaved into the apoptosis network. Subsequent experiments further confirmed that both early and late apoptosis of BM LSKs in BA-induced mice were decreased compared with the control mice (**Figure 4C**). In line with this, miR-181a has been reported to induce apoptosis in CML (44), and miR-34a was found to be associated with apoptosis regulation in solid tumours (45, 46).

According to the information uncovered by integrated analysis of our miRNA and mRNA-seq data, miR-142a was negatively correlated with an apoptosis inhibitor, Ciapin1, which much interested us. miR-142 is specifically expressed in hematopoietic cells and dynamically regulated during hematopoiesis commitment (47); the expressions of miR-142-3p and miR-142-5p have been known to be positively correlated with the degree of cell differentiation (48, 49). Usually, miR-142 dysregulation is accompanied by hematopoiesis development disorder and leukemia genesis. It is thought to be an oncogene for its capability to accelerate proliferation and induce glucocorticoid resistance in human T-cell acute lymphoblastic leukemia (10). Enforced expression of miR-142-3p will promote myeloid differentiation of HSPCs from AML patients (11). The upregulation of miR-142-3p is positively correlated with drug sensitivity in AML (50). However, the expression level of miR-142 in CML is inconclusive. Letizia Venturini’s data showed that in several cases, miR-142-3p was downregulated, while miR-142-5p was upregulated in CD34^+^ cells (11). miR-142-3p was also observed to be upregulated in imatinib-treated K562 (17). However, in other data (GSE28825), both miR-142-5p and miR-142-3p showed a downward trend after imatinib treatment on K562 (51). Our data showed that both miR-142a-5p and miR-142a-3p were downregulated after doxycycline withdrawal in BM LSKs of BA-induced CML mice, which may partially take responsibility for the pro-survival effect on BA-harboring cells. Indeed, we observed that enforced overexpression of miR-142a could induce apoptosis of 32D-BA cells and prolong the survival of BA-induced CML mice. Our results suggested that miR-142a might act as a suppressor in CML progression.

miR-142 downregulation has been found in multiple diseases with diverse mechanisms. In mouse dendritic cells, Pu.1, Runx1, and C/EBPβ constitutively occupy miR-142 promoter region (40). The expression level of PU.1 in chronic phase CML patients was downregulated, and it could be rescued by treatment with interferon-alpha or imatinib (41). On the basis of this, we were interested in whether Pu.1 was critical for miR-142a expression in BA-expressing cells. However, our result showed that enforced overexpression of Pu.1 in 32D-BA cells couldn’t rescue the abnormal miR-142a expression induced by BA.

Another study reported that inhibiting the ERK pathway can upregulate miR-142a expression in mice embryonic stem cells (42). Treatment with MAPK inhibitor compounds could block the downregulation of both miR-142-5p and miR-142-3p in cardiac myocytes (52). Consistent with this, we identified that both miR-142a-5p and miR-142a-3p were upregulated in 32D-BA cells following the treatment with ERK inhibitor (**Figure 6C**). Along with this, cell apoptosis was also increased. These data indicated that miR-142a expression was partially inhibited by highly phosphorylated and activated ERK in BA-harboring cells.

Epigenetic modifications are also involved in the regulation of miR-142 expression. In human nasopharyngeal carcinoma, EZH2 recruits DNA methyltransferase DNMT1 and induces hypermethylation in the promoter region of miR-142, thereby inhibiting its expression (53). In Systemic lupus erythematosus CD4^+^ T cells, the miR-142 expression is downregulated by BCL-6 through modulating histone methylation and acetylation on the promoter of miR-142 (54). But whether these regulation mechanisms exist in BA-harboring cells is unclear, which may require further investigation.

Overall, this study is the first to systematically identify the miRNA-mRNA regulation network of LSKs in an inducible CML model. Our results showed that the ERK-miR-142a-Ciapin1 axis partially prevented BA-harboring cells from apoptosis. However, whether the integrated regulatory axis exists in CML patient samples, especially in the CD34^+^ subpopulation, remains unknown. It will be an important point for us in the next step.

## Conclusion

Collectively, this study explored the miRNA-mRNA regulatory networks of BM LSKs in an inducible CML murine model and suggested that the ERK-miR-142a-Ciapin1 axis might play an essential role in enhancing the anti-apoptotic ability of CML cells.

## Data Availability Statement

The original contributions presented in the study are included in the article/**Supplementary Material**. Further inquiries can be directed to the corresponding author.

## Ethics Statement

The animal study was reviewed and approved by The Animal Care Committee of Shanghai Jiao Tong University School of Medicine (No. B-2017-010).

## Author Contributions

ZC and YX equally contributed to the design of the study, the performance of the experiments. DL, PL, FL, ZZ, MZ, and XW performed the experiments. ZC, YX, YZ, XS, and QH analyzed the data. ZC and QH wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the National Natural Science Foundation of China (81900149), Shanghai Municipal Education Commission-Gaofeng Clinical Medicine Grant Support (20152506), and Samuel Waxman Cancer Research Foundation.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Downregulation of miR-142a Contributes to the Enhanced Anti-Apoptotic Ability of Murine Chronic Myelogenous Leukemia Cells
**Source:** Front Oncol. 2021 Jul 27;11:718731. doi: 10.3389/fonc.2021.718731
**Supplement:** Supplementary file 1

**
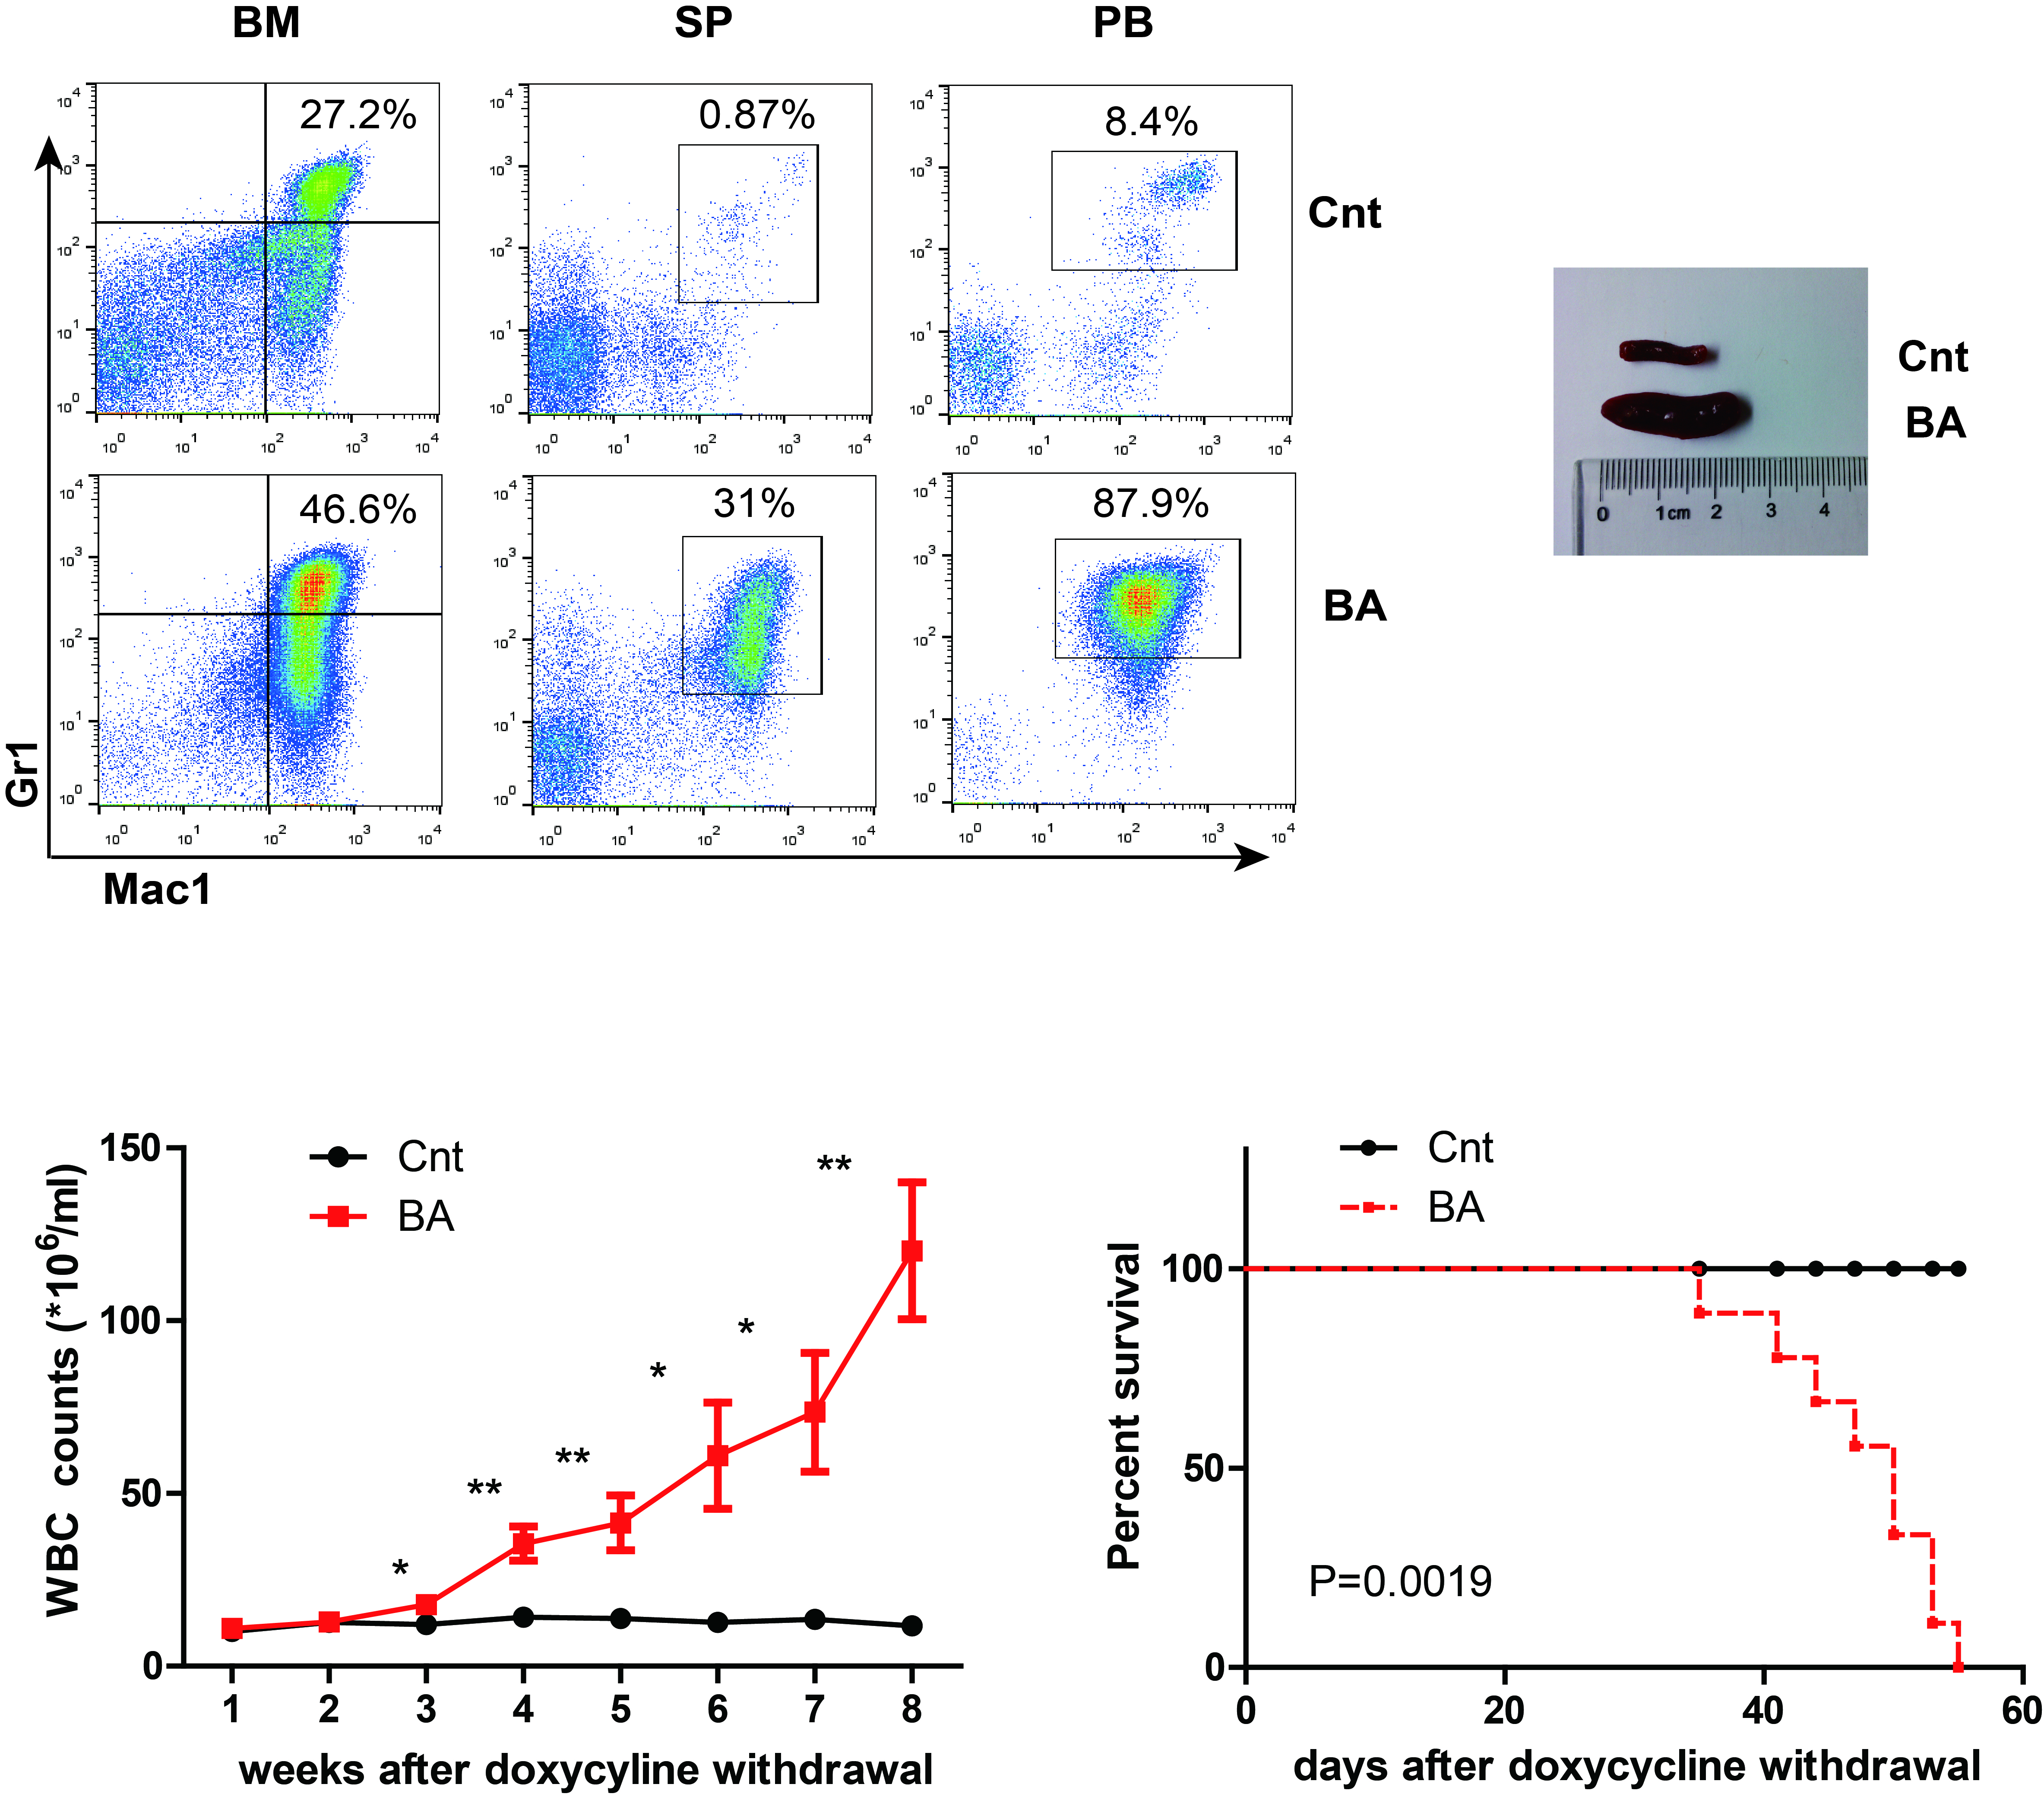
**

D

C

B

A

**Figure S1. CML-like phenotype in Tet-off inducible Scl/tTA-BCR/ABL (Scl/tTA-BA) transgenic mice.** **(A)** Proportion analysis of granulocytes in BM, SP, and PB of WT and moribund Scl/tTA-BA mice by flow cytometry. **(B)** Spleen size in WT and moribund Scl/tTA-BA mice. **(C)** 8 week follow-up of WBC count after doxycycline withdrawal. **(D)** Survival curve analysis after doxycycline withdrawal. Results are expressed as mean ± SEM, p value was assessed by unpaired t-test at each time point.

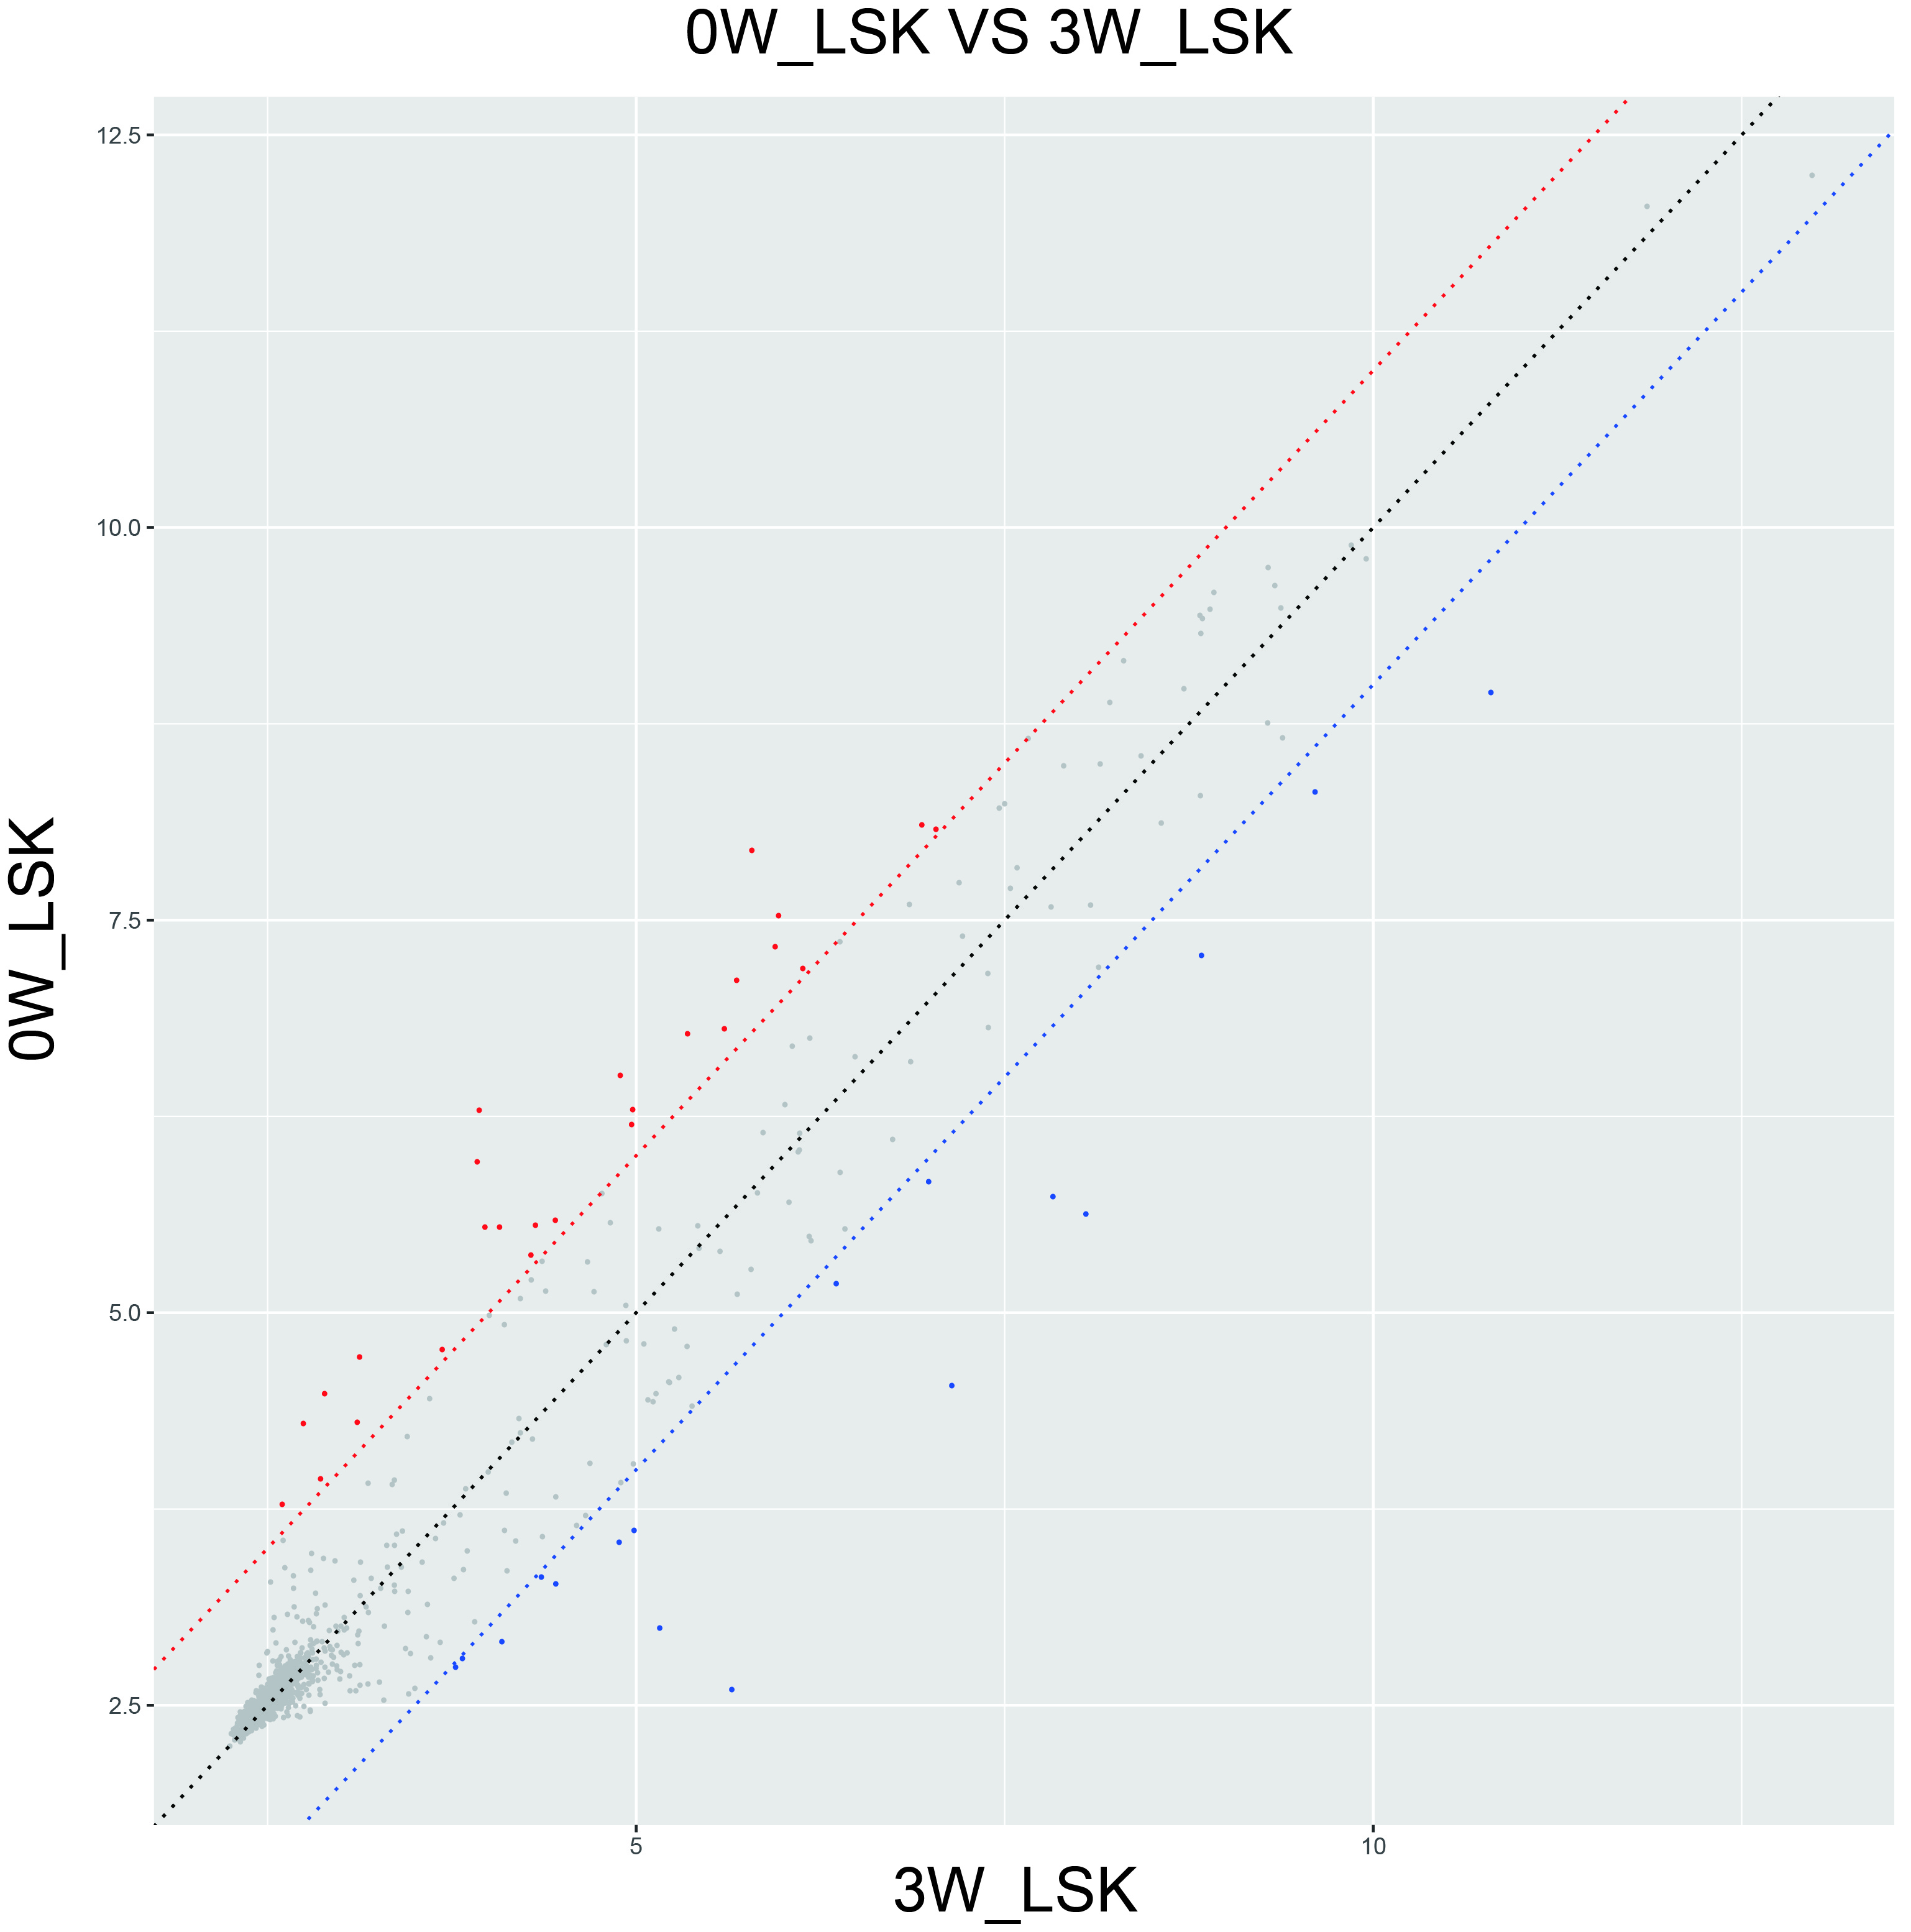

**Figure S2. A comparison of signal in miRNA microarray shown by Scatter plots.** Scatter plots showing a comparison of normalized signal in miRNA microarray between 0W_LSK (y axis) and 3W_LSK (x axis). Red dots and blue dots represent the genes significantly altered after BA expression was induced (fold change ≥ 2 or ≤0.5, at least in one sample, the signal of the probe was significantly different from the background signal).

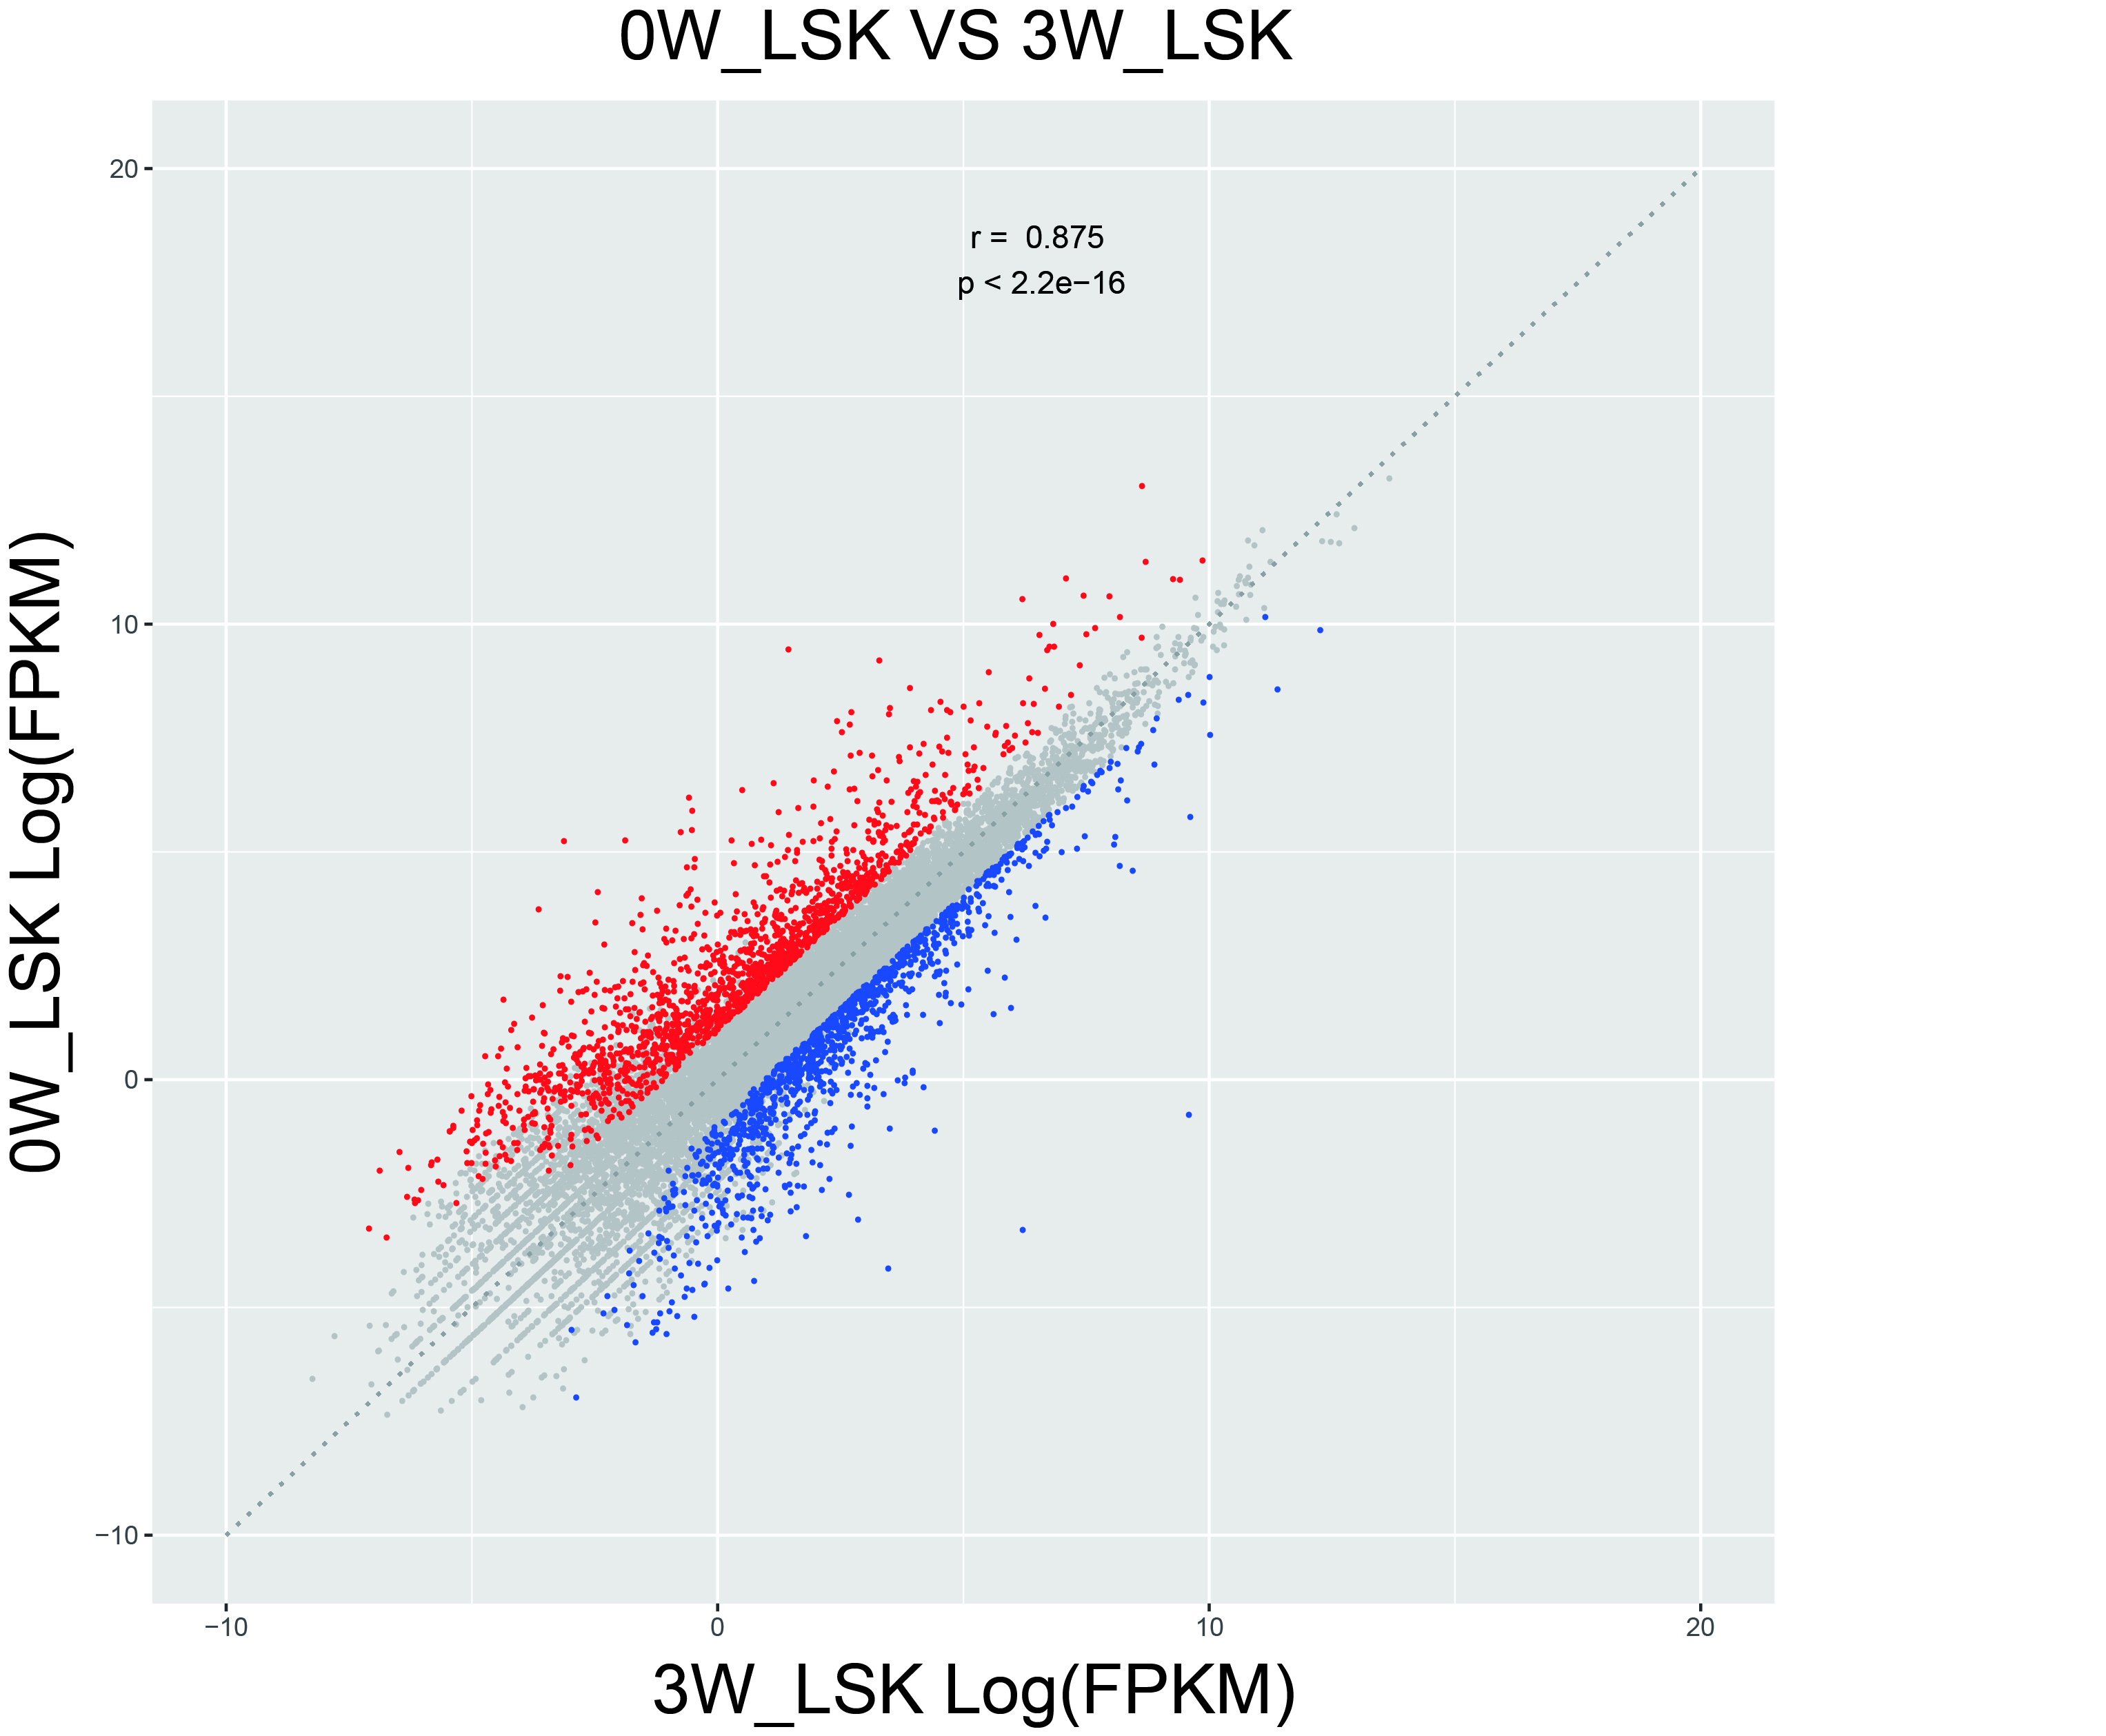

**Figure S3. A comparison of read counts in RNA-seq shown by Scatter plots.**  Scatter plots showing a comparison of read counts in RNA-seq between 0W_LSK (y axis) and 3W_LSK (x axis) with logarithmic scales. Red dots and blue dots represent the genes significantly altered after BA expression was induced (fold change ≥ 2 or ≤0.5, q-value < 0.05).

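Across the 15377 genes above 0 at both time points, Pearson's r of the log2 FPKM of the week-0 and week-3 libraries was 0.911. This r is across genes, which are not independent replicates, and it gives no measure of reproducibility since the libraries are of different time points. Spearman's rho over the same genes was 0.916. With genes at an FPKM of at least 1 in either library, r was 0.860, and over all 34745 genes as log2(FPKM + 1) it was 0.951.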

**
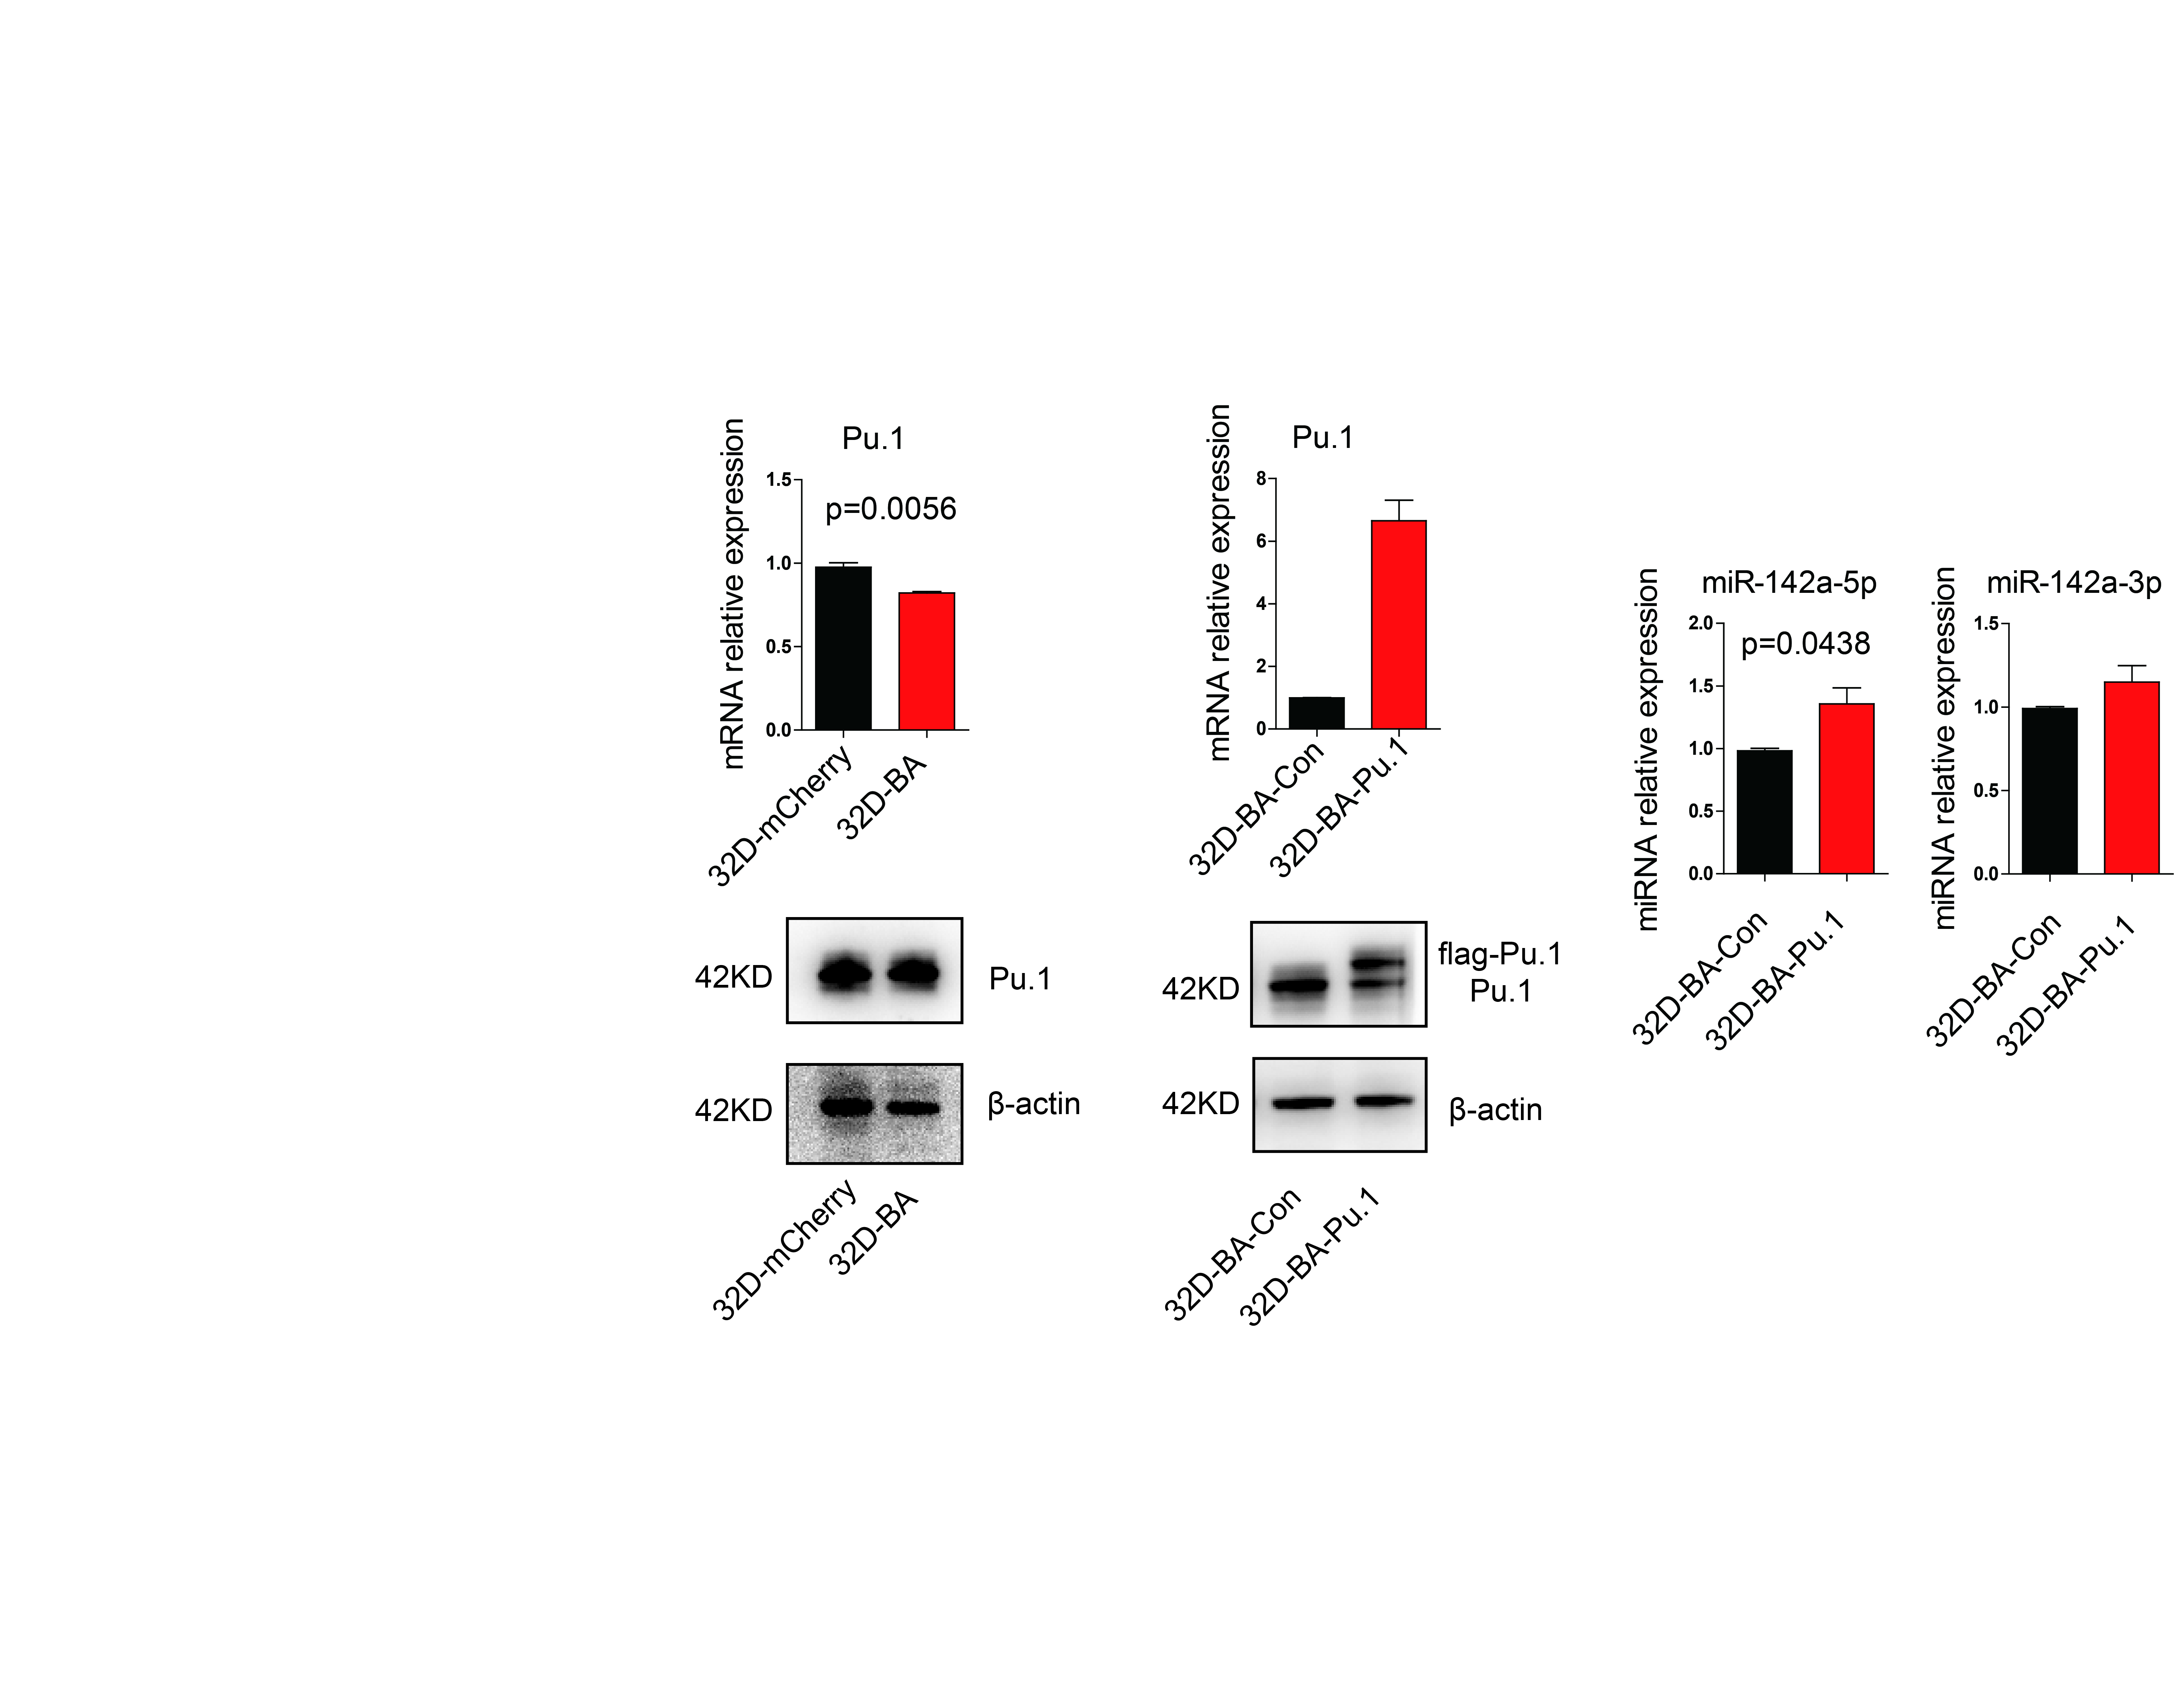
**

B

C

A

**Figure S4. Pu.1 slightly affected miR-142a expression in 32D-BA cells**. **(A)** A slight decrease in both mRNA and protein level of Pu.1 shown in 32D-BA compared with 32D cells. (B) Validation of enforced Pu.1 expression by qRT-PCR and western blot. (C) Pu.1 overexpression induced a slight increase in miR-142a-5p but not miR-142a-3p expression. P value was assessed by the student’s unpaired t-test.

**Table S1. List of upregulated and downregulated miRNAs**

Filter criteria: fold change≥1.5 or ≤0.67. At least in one sample, the signal of the probe is significantly different from the background.

**Table S2. List of top 100 upregulated and downregulated genes**

3122 differentially expressed genes were identified (1196 upregulated, 1926 downregulated, fold change≥2 or ≤0.5). The top 100 upregulated and downregulated genes were showed in this table.

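The sheets of the table list 100 downregulated and 101 upregulated genes. The FPKM at both time points and the log2 fold change of every listed gene were recomputed from the deposited values and were the same within rounding. All 100 and all 101 genes were also called in the same direction with the settings used for the RNA-seq counts here. The listed downregulated genes had log2 fold changes from -8.30 to -3.99 and the upregulated genes from 3.24 to 10.42.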

How the deposited data were processed for this re-analysis (not part of the article)

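RNA-seq of BM LSKs from Scl/tTA-BA mice was analysed at week-0 and week-3 after doxycycline withdrawal, with 1 library per time point made from 3 mice mixed together. The authors prepared cDNA with the SMARTer Ultra Low Input kit, sequenced paired ends, trimmed the reads and mapped them to GRCm38 with TopHat. For each gene, the authors deposited counts, as whole numbers of reads without normalization. They also deposited FPKM, which the authors had scaled by exon length and by total reads. The ratio of reads to FPKM differed between the libraries by a factor of 1.635, the same as the ratio of their totals, so the FPKM are scaled by the reads counted on genes. The paper's text does not name the counting tool, the annotation release or the dispersion given to edgeR. The miRNA array, qRT-PCR and cell line experiments were not analysed here.

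The tables were joined by Ensembl gene identifier. Of 34745 genes, 34267 were found in GENCODE M21 and 27686 had identical coordinates there. Coordinates are those of the deposited tables on GRCm38, and strand, biotype and transcript sequence come from GENCODE M21. Symbols of 27 genes had been turned into dates in the tables, and none of these genes is named here.

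Genes were called with edgeR 4.0.16 in R 4.3.3 by the exact test on the read counts of 15377 genes above 0 in both libraries, scaled by total reads, with a fixed biological coefficient of variation of 0.1 (dispersion 0.01), Benjamini-Hochberg q-values under 0.05 and an FPKM ratio of at least 2 or at most 0.5. A test on 1 library per time point compares the libraries, not the conditions. Median-of-ratios scaling used the size factors of DESeq2 1.42.0. Intervals at 95% are exact Clopper-Pearson intervals of the share of a gene's reads that fall in the week-3 library, turned into a ratio, and cover counting error only. The depth was 6356164 reads at week-0 and 3886695 at week-3.

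Gene sets were taken from the GO terms in the deposited tables and from mouse Reactome sets installed with fgsea, matched by Entrez identifier. The median change in log2(FPKM + 0.1), over genes with an FPKM of at least 1 in either library, was placed among 10000 random lists matched on mean expression in 10 groups. Numbers of called genes were placed among random lists in the same way, with 2000 lists for the alternatives. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

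Sites of miR-142a were searched as perfect matches of 7 bases to bases 2 to 8 of the mature strand in the 3' UTR of the coding transcript with the longest coding sequence, for UTRs of at least 50 bases. The median change of genes with a site, relative to genes of similar UTR length and expression, was placed among other sequences of 7 bases with the same base composition.

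Each procedure was tested on simulated data. The gene calls recovered 190 of 200 genes changed by 4 times or 0.25 times, among 16682 genes, and called 5 unchanged genes. These counts were simulated with the same biological coefficient of variation of 0.1 as in the test. The 5 calls therefore do not measure the error in the real data, where that variation is unknown. The changed genes had an expected number of at least 20 reads in the smaller library, so recovery of smaller changes or of genes with fewer reads was not tested. The intervals held the true ratio in 96.0% of cases simulated with counting error alone and no change. That is the setting the intervals assume, so the value does not cover reads of amplified cDNA, which are not independent. Of 400 random lists without a shift, 386 fell in the central 95%, and a list shifted by 0.5 was at percentile 100.0. A shift of 0.2 planted on the genes with a site was at percentile 100.0 for both strands of miR-142a.

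The genes named in the text follow a rule set before the data were examined. They are every gene the paper names for the RNA-seq data, the 5 genes with the largest and the 5 with the smallest FPKM ratio among the called genes, the parts of the transgene, the sorting markers, Spi1, Mapk3, the miR-142 host gene and members of marker lists. A result for 1 further gene under this rule is not reported here. Alternatives set before the data were examined were other values of the biological coefficient of variation, an exact binomial test, other fold-change limits, pseudocounts, limits on low FPKM and scaling by TMM or median-of-ratios. Another 3 alternatives were chosen after seeing the data. One tested genes above 0 in either library, and one took the correlation over log2 read counts. The remaining one, TMM in the test with at least 2 reads over both libraries, was reached by a search of 65 settings for the paper's numbers, of which 1 gave them. It is reported as an alternative and was not used for any main value.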

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

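The test on plasma cell genes and the test on the share of a single kappa V gene were chosen only after the results were seen, and the other tests were set before their values were seen. The paper's text does not discuss the 3 groups of genes below, although Table S2 lists some of their members. Each was far above the smallest share that the depth can show in 1 of the libraries. With 1 library per time point, none of them can be told apart from a difference between the libraries in sorting, handling or preparation, and batches are not known.

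Immediate-early genes, such as Fos, Jun and Egr1, are induced within minutes by many stimuli. The 33 genes of this list took 5.25% of the reads in the week-0 library and 1.44% in the week-3 library. Their median change, relative to the median of all genes, was -2.50 on the log2 scale, far beyond the shift of 0.11 that TMM scaling makes. For the 20 genes whose values had not been seen, the median change was lower than in the matched random lists (percentile 0.0), which speaks against a chance choice of genes. The median change of these genes was -2.00. With random lists matched on GC content and transcript length as well as expression, known for 20 of the 20 genes, the median of the lists moved from 0.20 to 0.13, 95% of them lay between -0.26 and 0.45, and the percentile was again 0.0. Genes of similar GC content and length therefore did not fall as these did. Lower ERK signalling at week-3 could lower these genes, and 8 expressed ERK feedback genes were also low (percentile 0.2). The same feedback genes respond to many stimuli, so they do not separate signalling in the mice from a response to handling of the cells. Unseen heat-shock genes, as a sign of handling, were at percentile 18.0, and this does not exclude a handling response without heat-shock genes. The pattern therefore cannot be told apart from handling of the week-0 cells. The paper reports raised phosphorylation of ERK in 32D-BA cells, and protein data were not analysed here.

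Immunoglobulin genes took 1.16% of the reads in the week-0 library and 0.0869% in the week-3 library, over 178 genes. RNA from mature B-lineage cells in the week-0 library could explain this, but the unseen B-cell genes were not lower at week-3 than matched lists (percentile 33.8). That test is weak, since only 4 of its 12 genes were expressed. Larger B-cell sets gave mixed median changes. The GO term B cell receptor signaling pathway had a median change of -0.64 over 41 genes (percentile 0.0). Positive regulation of B cell activation had -0.79 over 55 genes (percentile 0.0). Reactome's set for B cell receptor signaling had 0.16 over 137 genes (percentile 64.4). Its called genes went the way of the GO terms. Of 145 genes tested for a fall, 26 were downregulated (random median 17, percentile 98.85). Of 150 tested for a rise, 4 were upregulated (random median 13, percentile 0.14). Whether immunoglobulin genes themselves lower the GO terms was not tested. A loss of lymphoid priming could also lower immunoglobulin reads, and the unseen lymphoid-primed genes were at percentile 4.16, over 3 expressed genes, just inside the central 95%. The full lymphoid-primed list, which includes genes already seen, was at percentile 0.14 over 6 genes. The full B-cell list was at percentile 25.0 over 5 genes. The 4 unseen plasma cell genes were at percentile 0.32. Since that percentile was known when the test was chosen, it leaves plasma cells as a candidate source without deciding it. A small number of B-lineage cells was tested by the share of Igkv14-126, the kappa V gene with the most reads at week-0, which held 31.55% of the kappa V reads over 71 genes. Together with Igkv12-89, it held 57.6%, so a small number of cells cannot be excluded. RNA from mature B-lineage cells, a loss of lymphoid priming, RNA from plasma cells and a small number of B-lineage cells all remain open. The few genes behind each test limit what it can exclude.

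Mast cell genes, such as Cma1 and Tpsab1, took 0.433% of the reads in the week-3 library and 0.0498% in the week-0 library. RNA from mast cells or their progenitors in the week-3 library could give this pattern, and the unseen mast cell genes, 4 of them expressed, were above the matched random lists (percentile 100.0). The test does not tell whether mast cells entered the sorted population or whether the LSKs themselves expressed these genes. Mast cells are positive for c-Kit, so a mixed sample cannot be excluded.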

How the results depend on the processing

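Each time point has 1 library, so leaving out a replicate is not possible, and the number of reads sets the precision of single genes only. The alternatives below were set before the data were examined, apart from those named as added or searched.

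The numbers of called genes depended most on the assumed variation between mice, which these data cannot estimate. With a biological coefficient of variation of 0.2 there were 601 upregulated and 939 downregulated genes, 1540 in all, and with 0.4 there were 29 and 87, 116 in all. With log2(FPKM + 1) over all genes there were 655 and 1001, 1656 in all. With fold-change limits of 1.5 and 0.67 there were 2252 upregulated and 2097 downregulated genes, 4349 in all, and upregulated genes then outnumbered downregulated genes (0.931 downregulated per upregulated gene). In the main setting the ratio was 1.241, and it stayed above 1 under the other alternatives named in this paragraph. In the search described below, it also fell under 1 with a q-value and no fold-change limit, for genes above 0 in both libraries, without further scaling (2336 upregulated and 2113 downregulated) and with upper-quartile scaling (2271 and 2132). With TMM scaling, the same genes and no fold-change limit, it stayed above 1 (1765 and 2462). Under the exact binomial test, log2(FPKM + 0.1), the FPKM minimum of 1, TMM and median-of-ratios scaling, the counts stayed within 1.5 times the main counts. The same held for the 2 alternatives added after seeing the data, genes above 0 in either library (1274 and 1800) and TMM in the test with at least 2 reads (1196 and 1926). The latter was found by searching 65 settings for the paper's numbers. It therefore shows no stability. Beyond the change of setting itself, the cause of these moves was not tested.

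The correlation of the libraries, 0.911, was 0.951 as log2(FPKM + 1) over all genes, 0.860 with an FPKM of at least 1 in either library and 0.916 as Spearman's rho. Over log2 read counts, an alternative added after seeing the data, it was 0.9114. The cause was not tested.

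Of 72 median changes of gene sets under the alternatives, 67 stayed on the same side of the limits of the central 95%. With an FPKM of at least 5 in either library, the percentile of the DNA damage response fell to 79.76, leukocyte migration moved to 5.68 and cell division to 99.0. With no filter on low values, the DNA damage response was at 96.06 and metabolic process at 95. The cause was not tested. Of 220 counts of called genes per term under the alternatives, 204 stayed on the same side, 12 became weaker, 3 became stronger and 1 reversed. The one that reversed was upregulated genes in metabolic process, at percentile 100.0 with the limits of 1.5 and 0.67, and the cause was not tested.

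Of 45 named genes, a pseudocount of 1 moved 18 outside the interval of their log2 fold change and changed no sign. TMM and median-of-ratios scaling each moved 2 genes outside their interval and changed the sign of Spi1, from 0.04 to -0.07 and -0.05. A pseudocount of 0.1 moved none. Genes with few reads have intervals that span several log2 units, which limits what can be said of the size of their change.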

Differences from the paper's values

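Pearson's r of the 2 libraries was 0.911, against the paper's r of about 0.88 in Fig. S3, read by eye. None of the alternatives set before the data were examined closed the gap, with 0.951 as log2(FPKM + 1) over all genes, 0.860 with an FPKM of at least 1 in either library and 0.916 as Spearman's rho. These use FPKM, whereas the legend of Fig. S3 names read counts. Over log2 read counts of the same genes, an alternative chosen after seeing the values, r was 0.9114 and did not close the gap either.

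The main setting gave 1247 upregulated and 1548 downregulated genes, against the paper's 1196 and 1926, a difference of less than 1.5 times. One setting gave exactly 1196 and 1926, with TMM scaling in the test only, at least 2 reads over both libraries and the FPKM ratio as deposited. This setting was chosen after seeing the values, in a search of 65 settings for the paper's numbers, and was the only one of them to give both. The q-values in Table S2 were, within rounding, those of this setting for all 100 downregulated and 101 upregulated genes. It is the setting under which the values equal the paper's, and the paper's text does not name these choices.

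The paper places Birc2 among the highly expressed genes of the anti-apoptotic network, while its log2 fold change here was -0.19 (95% interval -0.58 to 0.18), and -0.30 with TMM scaling. The paper's text calls Cdk6, Cdk7, Cdc7 and E2f2 upregulated, and their log2 fold changes of 0.82, 0.61, 0.67 and 0.91 were under the limit of 2 times. The same held for Irf8 (0.83), L3mbtl3 (0.79), Bcl2 (0.61) and Xiap (0.79) in the networks. With the limits of 1.5 and 0.67 in Fig. 3A, Irf8, L3mbtl3, Cdk6, E2f2 and Bcl2 were called upregulated, while Cdk7, Cdc7, Xiap and Birc2 were not.

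The paper lists myeloid cell differentiation, the DNA damage response, metabolic process, apoptosis and cell cycle among the functions of the upregulated genes. Against matched random lists, the upregulated genes of these terms were at percentiles 79.7, 21.6, 26.5, 2.89 and 1.06 in the main setting, and leukocyte migration alone of the terms named in the text was above the central 95% (percentile 99.98). The downregulated genes of leukocyte migration were also at percentile 99.98, with 38 of 174 genes, and the median change of the term was -0.06 (percentile 1.15). With the limits of 1.5 and 0.67, metabolic process was at percentile 100.0. Among downregulated genes, apoptotic process was at percentile 100.0 and myeloid cell differentiation at 99.98. Other values go with the paper's list. Downregulated genes were few in the DNA damage response (percentile 0.26) and in metabolic process (percentile 0.08). The median changes of these terms were at percentiles 98.5 and 99.88, although each came inside the central 95% with another limit on low values. Reactome's Cell Cycle set had a median change at percentile 99.94. Of its 458 genes tested for a fall, 17 were downregulated (random median 52, percentile 0.0), while its upregulated genes were at percentile 69.05. The downregulated genes of the GO term cell cycle were at percentile 36.26. The paper used DAVID, whose background was not used here.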

Other observations

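The tests in this part were set before their values were seen, apart from the search for matches of 6 bases and the test without the mitochondrial genome, Gm26917 and Gm42418.

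More genes were downregulated than upregulated, 1.241 for each upregulated gene. A few genes taking many counts could produce such an excess. With the reads of immediate-early, immunoglobulin and haemoglobin genes taken out, 6.55% at week-0 and 1.53% at week-3, and the values rescaled, the ratio was 1.568. With the mitochondrial genome, Gm26917 and Gm42418 taken out instead, which hold 6.18% at week-0 and 9.07% at week-3, the ratio was 1.085. The first groups hold more reads at week-0 and the others more at week-3, so the direction of each move can be foreseen, and neither value decides whether such genes produced the excess. A difference in depth could also produce it, but with the week-0 library thinned to the total of the week-3 library the median ratio over 20 draws was 1.334 (from 1.298 to 1.369). With fold-change limits of 1.5 and 0.67 and total-read scaling, the ratio did fall to 0.931, so the excess depends on the limits. It also depends on the scaling, as calls by q-value without a fold-change limit showed for genes above 0 in both libraries. With total-read scaling, 2336 genes were upregulated and 2113 downregulated, and with TMM scaling 1765 and 2462.

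Immediate-early genes belong to many GO terms, and 10 of the downregulated genes in positive regulation of apoptotic process are on that list. They could have produced the excess of downregulated genes in the term. Without them, 70 of 371 genes of the term were downregulated, against a random median of 44 (percentile 99.98), so the excess did not rest on the immediate-early genes alone.

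Lower miR-142a at week-3 might raise the transcripts with a matching site, as a hypothesis tested on all expressed genes. The 577 genes with a site of 7 bases for miR-142a-3p had a median change of 0.01 relative to genes of similar UTR length and expression, at percentile 74.1 among 139 other sequences of the same base composition. For miR-142a-5p, with 1342 genes, the median was -0.0008 and the percentile 19.2. No rise of genes with a site was detectable for either strand, whereas a planted rise of 0.2 was detected for both. The highest median of the other sequences was 0.072 for miR-142a-3p and 0.0524 for miR-142a-5p, far under the planted rise. Rises smaller than 0.2 were not planted, so the control does not tell whether they would be detected. Sites with mismatches and effects on translation were not covered.

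In the GENCODE M21 transcripts, no perfect match of 7 bases to bases 2 to 8 of either strand of miR-142a was found in the 3' UTR of any of the 4 coding transcripts of Ciapin1, whose UTRs are 536, 243, 173 and 3293 bases long, and a match of 6 bases was not found in these transcripts either. The search for 6 bases was added after the result for 7 bases was seen. No match of 7 bases was found in the annotated 3' UTRs of Bcl2 and Birc2. Matches of 6 bases for miR-142a-5p were found in these genes, unlike in Ciapin1. There were 3 in the 5086-base UTR of Bcl2, with none in its 1942-base UTR. There was 1 in each of the 514-base and 523-base UTRs of Birc2. For miR-142a-3p, no match of 6 bases was found in the UTRs of Bcl2 or Birc2. Matches of 7 bases were found in the other genes of the network. The 4672-base UTR of Xiap had 1 for each strand, and the 8705-base UTR of Taok1 had 2 for miR-142a-3p and 1 for miR-142a-5p. Matches of 6 bases in these UTRs numbered 1 for miR-142a-3p and 3 for miR-142a-5p in Xiap. In Taok1 they numbered 4 and 5. The sequence cloned for the luciferase assay was not analysed here.

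Of the genes behind the design, Bcr had 371 reads at week-0 and 108 at week-3, a log2 fold change of -1.07 (95% interval -1.39 to -0.76), and Abl1 had a log2 fold change of -0.75 (-1.03 to -0.47). These are values of the mouse genes, and transgene reads were not separated. The sorting markers Kit and Ly6a had log2 fold changes of -0.55 (-0.69 to -0.41) and -0.42 (-0.66 to -0.17). Mapk3, which encodes ERK1, had a log2 fold change of 0.22 (-0.11 to 0.53). Spi1, which encodes Pu.1, had a log2 fold change of 0.04 (-0.05 to 0.13), which was -0.07 with TMM scaling. The miR-142 host gene, Mir142hg, had a log2 fold change of -0.43 (-0.81 to -0.06) and was not called.

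Genes on a granulocyte marker list had a median change of 2.28 relative to all genes, over 14 genes, and genes on an erythroid marker list had -3.37 over 9 genes. These lists include genes whose values had been seen. The unseen genes had 2.16 over 7 granulocyte genes and -1.71 over 5 erythroid genes. A stem cell marker list had -1.06 over 7 genes (percentile 2.17 among matched random lists). Its 3 unseen genes had -1.13 (percentile 7.56). Haemoglobin genes held 0.139% of the reads at week-0 and 0.0085% at week-3. The mitochondrial genome held 1.24% and 2.16%, and Gm26917 with Gm42418 held 4.94% and 6.91%.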
